# Polyclonality and metabolic heterogeneity in a colorectal tumor model

**DOI:** 10.1016/j.isci.2025.113090

**Published:** 2025-07-10

**Authors:** Pierre Delamotte, Mickael Poidevin, Yan Jaszczyszyn, Arnaud Le Rouzic, Jacques Montagne

**Keywords:** Cancer, Experimental models in systems biology, Metabolic flux analysis

## Abstract

The monoclonal origin of cancer is widely accepted, although numerous studies suggest that some are of polyclonal origin. Loss of checkpoints in transformed cells gives rise to carcinomas comprising a wide diversity of cell types that fulfill distinct, even complementary, metabolic functions, contrasting with a hypothetical monoclonal origin. Here, using a *Drosophila* intestinal tumor model, we show that, despite an identical genetic background, these tumors (1) comprise a conserved set of different metabolic-specialized clusters; (2) are always polyclonal and derive from several clones characterized by distinct metabolic specificity; (3) depend on motility of the founder clones for their growth; and (4) share metabolic needs similar to those of human cancers. In summary, our study indicates that, in this model, tumor formation always requires assembly between founder clones potentially providing distinct cellular functions, as visualized by their metabolic heterogeneity. Thus, this polyclonal assembly would constitute a critical step of tumor progression.

## Highlights

• Polyclonality is the exclusive mode of formation of these intestinal tumors
• These tumors organize into a conserved set of metabolically distinct sub-clusters
• Metabolic heterogeneity is observed between tumor founder clones
• Genes regulating cell mobility are required for the growth of these tumors

## Introduction

The commonly accepted cancer paradigm postulates that cancer originates from a single immortalized cell, which, through checkpoint-defective divisions, results in a tumor containing a great diversity of cell types.^1^^,^^2^^,^^3^ Conversely, other studies suggest that some tumors are polyclonal,^4^ generating a great debate about the clonal origin of cancers.^5^^,^^6^^,^^7^^,^^8^ Our present study, initially designed to characterize the metabolic requirements of a *Drosophila* intestinal tumor model, prompted us to investigate its potential polyclonal origin.

Carcinomas, which are tumors of epithelial origin, represent more than 80% of cancer cases in humans. Apart from inherited familial syndromes, carcinomas arise from sporadic transformations and progress through changes in cellular properties.^9^^,^^10^^,^^11^ The progressive oncogenic transformation is associated with loss of checkpoints favoring defects in DNA repair and cell division, thereby increasing mutation frequency and aneuploidy occurrence in a feedforward manner.^12^^,^^13^ The great diversity of transformed cells within a tumor contrasts with its monoclonal origin and constitutes a critical challenge for cancer therapy since some cell types potentially resistant to drug treatment can be selected, resulting later in subsequent cancer relapse.^1^^,^^14^ This clonal paradox also contrasts with studies reporting that metastases are more likely to survive and proliferate when comprising several sub-clones from the primary tumor.^15^^,^^16^^,^^17^^,^^18^^,^^19^ Conversely, experimental intestinal cancer models in mice have revealed the occurrence of polyclonal tumors.^20^^,^^21^^,^^22^^,^^23^ Additionally, several studies argue that the monoclonal origin dogma must be reconsidered in several cancer types.^4^^,^^24^^,^^25^^,^^26^^,^^27^^,^^28^^,^^29^ Given that most cancers comprise distinct cell types fulfilling complementary cellular functions to favor tumor progression, determining the monoclonal or polyclonal origin of each cancer type is crucial for establishing efficient drug treatments.

Compared to healthy cells, cancer cells exhibit metabolic changes. Pioneer studies of Warburg^30^ and Crabtree^31^ reported the anaerobic glycolytic consumption of glucose to lactate by cancer cells and glycolysis-induced repression of respiratory flux in tumors. However, tumor growth also relies on electron transfer complexes (ETCs) of the mitochondrial respiratory chains,^32^^,^^33^ while mutations impairing mitochondrial functions have been reported in some cancers.^34^ Numerous recent studies have reported that tumor cells tend to increase several metabolic pathways, including (1) alternative glycolytic pathways; (2) the pentose phosphate pathway (PPP); (3) glutamine consumption to feed tricarboxylic acid cycle (TCA) anaplerosis; (4) fatty acid (FA) synthesis; and (5) glycogen synthesis. Such metabolic changes in tumor cells provide interesting targets for drug treatment, but these changes appear specific to tumor cell type. Therefore, despite many studies, metabolic changes in cancer cells still need deeper investigations.

In humans, colorectal cancers (CRCs) are often associated with loss of the tumor suppressors p53 and Apc (adenomatous polyposis coli) and with oncogenic transformation of the proto-oncogene Ras.^26^^,^^35^ Likely, because of a high regeneration rate of intestinal cells, several CRCs have been reported being of polyclonal origin.^26^^,^^36^ Based on genetic alterations of human CRC, a *Drosophila* model has been developed, where somatically recombined intestinal stem cells (ISCs) are mutated for the two *Drosophila apc* homologues and express the RasV12 oncogene.^37^ These recombined cells can form intestinal tumors that also express GFP, providing an accurate monitoring of tumor growth.^38^^,^^39^ The *Drosophila* digestive tract comprises the foregut, the midgut where ISCs reside, and the hindgut. Furthermore, these tumors mostly develop in the anterior midgut,^37^^,^^38^ where, as in the human colon, the microbial titer is the highest. Here, while investigating the metabolism of these intestinal tumors, we discovered that several pathways, were required to a variable extent for tumor growth, including fermenting and respiratory metabolisms, which, based on the Crabtree effect,^31^ are not supposed to be concurrently active in the same cells. In-depth analysis, including a probabilistic approach, revealed that these tumors always comprise distinct metabolic clusters and are of polyclonal origin.

## Results

### Screening for metabolic requirements of the tumor model

To investigate the metabolic requirements, we recombined *UAS-RNAi* transgenes with *UAS-RasV12* to knockdown metabolic enzymes and regulators in tumor cells only. In this way, following heat-shock induction, recombined cells that become tumorous and GFP^+^ also express a *UAS-RNAi* transgene. Targeted enzymes were selected to challenge anaerobic glycolysis, TCA, ETCs, mitochondrial-related metabolism of amino acids, the PPP, one-carbon metabolism, FA synthesis, triacylglycerol (TAG) and glycogen storage, and gluconeogenesis (Figure 1). Tumors were heat-shock-induced on 2–3 days newly emerged adult flies and tumor growth was monitored 21 days post-induction (dpi) by flow cytometry.^38^^,^^39^ The statistical significance of differences in the proportions of tumor cells was assessed with a mixed-effect binomial generalized linear model (GLM).

**Figure 1:**
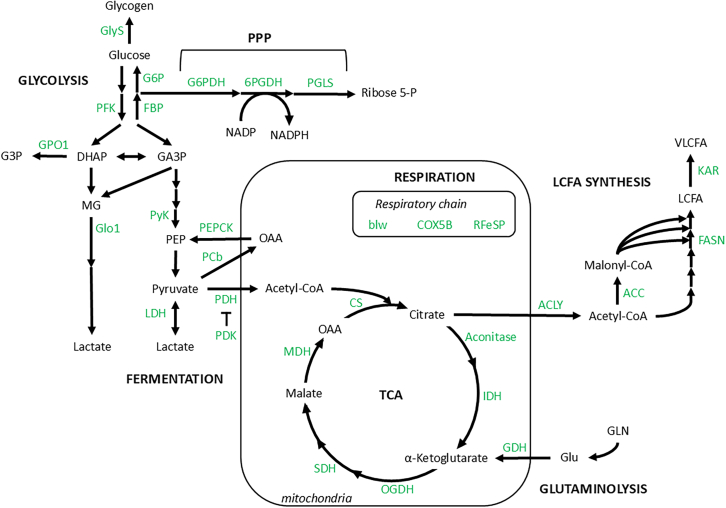
Metabolic network investigated The network shows the links between glycolysis, PPP, mitochondrial energy metabolism, FA synthesis, and gluconeogenesis. The enzymes studied are in green color. For concision, only the main pathways are represented.

#### Glucose fate via glycolysis, fermentation, and glycogen synthesis

To challenge glycolysis, we focused on PFK (phosphofructokinase) and Pyk (pyruvate kinase) that reside in the glycolytic preparatory and payoff phases, respectively. We also challenged (1) LDH (lactate dehydrogenase) that reversibly converts pyruvate to lactate; (2) GPO1 (glycerophosphate oxidase 1) that reversibly converts dihydroxyacetone phosphate (DHAP) to glycerol-3P; (3) Glo1, an enzyme of the glyoxalase complex that neutralizes the glycolytic bi-product methylglyoxal^40^; and (4) GlyS (glycogen synthase) that catalyzes glycogen synthesis. Moderate effects were observed for glycolytic enzymes (Figure 2A); PFK knockdown tended to reduce tumor growth, although not significantly, while an unconventional Pyk (CG7069), but not the conventional one (CG7070), significantly reduced tumor growth. Additionally, knockdown of Glo1, but not GPO1, significantly reduced tumor growth (Figure 2A). In contrast, GlyS or LDH knockdown provoked a strong suppression of tumor growth (Figure 2A). These results indicate that glycolysis contributes, although not critically, to the growth of these tumors, whereas the extreme growth suppression of LDH and GlyS knockdown indicates that lactate metabolism and glycogen synthesis are critical for these tumors.

**Figure 2:**
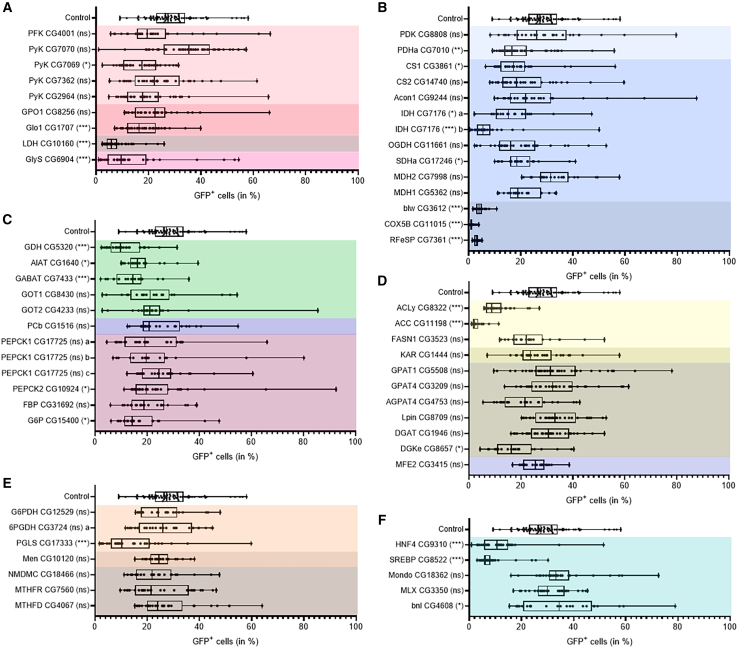
Micro-screen for metabolic genes FACS measurement of GFP^+^, tumor cells in 21-dpi midguts (A) Glucose fate: glycolysis (light red), glycolytic-associated enzymes (red), lactic fermentation (brown), and glycogen synthesis (pink). (B) Respiration: pyruvate entry into mitochondria (light blue), TCA (blue), and ETCs (dark blue). (C) Anaplerotic and cataplerotic-linked reactions: amino acid-related metabolism (green), pyruvate-support of anaplerosis (violet), and gluconeogenesis (purple). (D) Lipid metabolism: LCFA synthesis (yellow), VLCFA synthesis (dark-yellow), TAG/phospholipid synthesis (brown), and peroxisomal β-oxidation (violet). (E) NADPH producing pathways: PPP (orange), malic enzyme (dark orange), and one-carbon metabolism (brown). (F) Metabolic regulators (cyan). Controls expressing no RNAi have been processed all along the screening duration and pooled together for all series; *x* axis is the percentage of GFP^+^ cells; each box represents the distribution (25%, 50%, and 75% quartiles) of at least 100 midguts. Each dot is a replicate containing five midguts. *p* values were calculated from a generalized linear model (overdispersed binomial), the control being considered as the intercept of the model. *p* values were corrected for multiple testing by the Holm-Bonferoni method; ∗∗∗ < *p* = 0.001 < ∗∗ < *p* = 0.01 < ∗ < *p* = 0.05 < (ns).

#### TCA and ETCs

To challenge mitochondrial activity, we knocked down several enzymes of the TCA and three ETC components: RFeSP, COX5B, and blw, which are subunits of complexes III, IV, and V, respectively.^34^ We also challenged PDH (pyruvate dehydrogenase) that provides the acetyl-CoA substrate to TCA and its negative regulator pyruvate dehydrogenase kinase (PDK). Knockdown of PDHa, but not PDK, provoked a significant reduction of tumor growth (Figure 2B), supporting that the TCA is required. Knockdown of CS1 (citrate synthase 1), IDH (isocitrate dehydrogenase), or SDHa (succinate dehydrogenase-a) induced a significant drop in tumor growth (Figure 2B). In contrast, knockdown of Acon1 (aconitase1), OGDH (oxoglutarate dehydrogenase), or Mdh (malate dehydrogenase) did not significantly reduce tumor growth (Figure 2B), potentially because of gene duplication, as clearly established for Mdh1 and Mdh2. Nonetheless, the dramatic reduction of tumor growth due to knockdown of blw, COX5B, or RFeSP (Figure 2B) definitely confirmed the critical need for mitochondrial respiratory fluxes. However, that the knockdown of ETC components, but not TCA intermediates, almost abolished tumor growth, suggests that the drop of NADH substrate and the subsequent ATP scarcity is not as toxic as electron transfer defect for the mitochondria.

#### Transaminases, anaplerosis, and gluconeogenesis

Gluconeogenesis first bypasses the irreversible final glycolytic step via the cataplerotic reaction catalyzed by PEPCK to convert OAA (oxaloacetate) into PEP (phosphoenolpyruvate). Several glycolytic reactions are reversible except the dephosphorylation of fructose-1,6-bisphosphate and of glucose-6P by fructose 1,6-biphosphatase (FBP) and G6P, respectively. Therefore, to challenge gluconeogenesis, we knocked down PEPCK, FBP, and G6P. Gluconeogenesis is a cataplerotic process, whereas transamination and pyruvate carboxylation catalyze anaplerotic reactions to replenish TCA intermediates.^41^ To challenge TCA anaplerosis, we knocked down PCb (pyruvate carboxylase); the transaminases AIAT (alanine aminotransferase), GABAT (γ-aminobutyric acid transaminase), and GOT (glutamate oxaloacetate transaminase); and GDH (glutamate dehydrogenase). Knockdown of GDH, AIAT, or GABAT, but not GOT1, GOT2, or PCb, significantly reduced tumor growth (Figure 2C). Additionally, knockdown of PEPCK2 or G6P resulted in a significant reduction of tumor growth (Figure 2C), whereas PEPCK1 or FBP knockdown tended to reduce—although not significantly—tumor growth (Figure 2C). These results indicate that, as reported in numerous cancers,^42^ anaplerosis via glutamine consumption is required for the growth of the intestinal tumor model. This anaplerotic activity potentially compensates for the cataplerotic effect of gluconeogenesis.

#### Lipid metabolism

To challenge FA synthesis, we knocked down ACLy (ATP citrate lyase), ACC (acetyl-CoA carboxylase), and FASN (fatty acid synthase), three enzymes successively required for synthesis of long-chain FA (LCFA), and KAR (keto-acyl-reductase), a subunit of the elongase complex that catalyzes synthesis of very-long-chain FAs (VLCFAs).^40^^,^^43^^,^^44^ We also challenged (1) GPAT1, GPAT4, AGPAT4, lipin, and diacylglycerol acyltransferase (DGAT), potentially required for TAG and/or phospholipid synthesis; (2) the peroxisomal multifunctional enzyme MFE2; and (3) DGKε that catalyze phosphatidic acid (PA) production at the endoplasmic reticulum (ER) to sustain phosphatidylinositol-dependent cell signaling.^45^^,^^46^ Knockdown of ACLY or ACC strongly reduced tumor growth (Figure 2D), whereas knockdown of FASN1, one of the three *Drosophila* FASN enzymes, marginally reduced tumor growth (Figure 2D). However, KAR knockdown did not affect tumor growth (Figure 2D), suggesting that LCFA but not VLCFA synthesis is necessary for tumor growth. None of the enzymes potentially involved in TAG and/or phospholipid synthesis significantly reduced tumor growth, potentially because of gene redundancy (Figure 2D). Knockdown of MFE2 did not affect tumor growth (Figure 2D), indicating that peroxisome β-oxidation is not necessary for these tumors. Conversely, DGKε knockdown significantly reduced tumor growth (Figure 2D) indicating that phosphatidylinositol-dependent signaling is likely required for these tumors.

#### Nucleotide and NADPH synthesis

Nucleotide synthesis requires 5C sugars produced by the PPP, which concurrently produces NADPH, a critical coenzyme for FA synthesis and for neutralizing reactive oxygen species. NADPH can also be produced via the malic enzyme or one-carbon metabolism,^47^ the latter being also required for nucleotide synthesis. Therefore, we knocked down G6PDH (glucose-6P dehydrogenase), 6PGDH (6P-gluconate dehydrogenase), and PGLS (6P-gluconolactonase) to challenge the PPP; NMDMC (methylenetetrahydrofolate dehydrogenase), MTHFR (methylenetetrahydrofolate reductase), and MTHFD (methylenetetrahydrofolate dehydrogenase) to challenge the one-carbon metabolism; and the malic enzyme (Men). Knockdown of Men or enzymes related to one-carbon metabolism did not significantly affect tumor growth (Figure 2E). Regarding the PPP, knockdown of PGLS, but not G6PDH or 6PGDH, significantly affected tumor growth (Figure 2E). Therefore, the sole effect of PGLS does not allow us to discriminate whether only the PPP or the three metabolic pathways together contribute to NADPH production sustaining FA synthesis.

#### Metabolic regulators

Finally, we challenged the possible requirement of five regulators (HNF4, SREBP, Mondo, Mlx, and Branchless) previously shown to be directly or indirectly linked to energy metabolism. HNF4 adult fly mutants are glucose intolerant and defective in insulin secretion and mitochondrial functions.^48^ In *Drosophila*, SREBP has been shown to control phospholipid production in response to phosphatidylethanolamine levels.^49^ Mondo and Mlx form a bipartite transcription factor that modulates several metabolic pathways in response to dietary sugar.^50^^,^^51^ The fibroblast growth factor (FGF) ligand *Drosophila* homologue Branchless has been shown to control patterning and remodeling of the tracheal system.^52^ Knockdown of HNF4 or SREBP, but not Mondo or Mlx, strongly reduced tumor growth (Figure 2F). Finally, the moderate increase in tumor growth induced by Branchless knockdown (Figure 2F) suggests that the formation of additional trachea is not required.

These findings reveal that the growth of these tumors relies on several metabolic routes, including lactic fermentation and respiration. Intriguingly, these two metabolic pathways are not supposed to be concurrently active in the same cells, since the Crabtree effect reported glucose-induced repression of respiratory flux in tumor cells, while enhancing fermentation.^53^ Furthermore, both gluconeogenesis and FA synthesis are required for tumor growth, whereas the former is activated by glucose deprivation and the latter by glucose excess.^50^^,^^51^^,^^54^

### Single-cell RNA sequencing from tumors reveals distinct metabolic clusters

The unexpected great diversity of metabolic pathways required for the growth of these tumors, prompted us to perform single-cell RNA sequencing (RNA-seq) on midgut tumors. 

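Single-cell RNA sequencing was carried out on midgut tumors of flies carrying Apc mutant, RasV12-expressing clones. Droplet libraries were prepared with the Chromium 3′ chemistry, in which each captured transcript carries a unique molecular identifier (UMI), so that amplified copies of one molecule are counted once. There were 6 libraries of 1 dissected tumor each (Tind1 to Tind6) and 1 library of a group of 6 tumors (Tgrp). The paper gives the ages of Tind1 to Tind6 as 22, 22, 27, 22, 21 and 21 days, and that of Tgrp as 21 days. All tumors had the same genotype, so the tests compared cells of one tumor, and the 6 individual tumors served as replicates. Marker shares by kind of cell pool the cells of all 7 libraries and were not tested within tumors. Tgrp, whose cells cannot be assigned to a tumor, was reported beside them as a library of its own.
Before deposit, the authors aligned the reads and called cells with Cell Ranger 6.0.1 on the Drosophila genome r6.42. The deposited files hold whole-number UMI counts per gene and cell, without normalization, for 17619 entries. Tind1 to Tind6 hold 5793326, 1382626, 289733, 5458601, 691393 and 417972 UMIs in all, and Tgrp holds 6354105. The median cell had between 268 UMIs in Tind3 and 2495 UMIs in Tind4. Because of these differences in depth, tests compared cells within a tumor, and cells were classified after a random draw of 300 UMIs from each cell (thinning). Cells with fewer than 300 UMIs were left out of those classes, which removed 181 kept cells in Tind3, 87 in Tind5 and 36 in Tind6. The summed UMIs of each class of cells were then compared at full depth, as log2 ratios of their shares of all UMIs. Before each log2 ratio 1 UMI was shared between both classes in proportion to their totals. Differences were tested with an exact two-sided sign-flip permutation test over the 6 tumors, which cannot give a p below 0.03125.
The libraries are not fully separate. Tind4 and Tind5 have 116 cell barcodes in common, against at most 3 in any other pair of libraries. Of the cells with these barcodes in Tind5, 114 (98.3%) had the most similar transcript profile to the cell with the same barcode in Tind4, over 4192 genes. Their median was 414 UMIs in Tind5 and 18962 UMIs in Tind4. The plot of UMIs per shared barcode gives all pairs. After the filters on cells, 99 of the 651 Tind5 cells (15.2%) carry such a barcode. The shares of marker-positive cells, the clusters and the tests at the claims were therefore also computed without them.

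**Figure D1:**
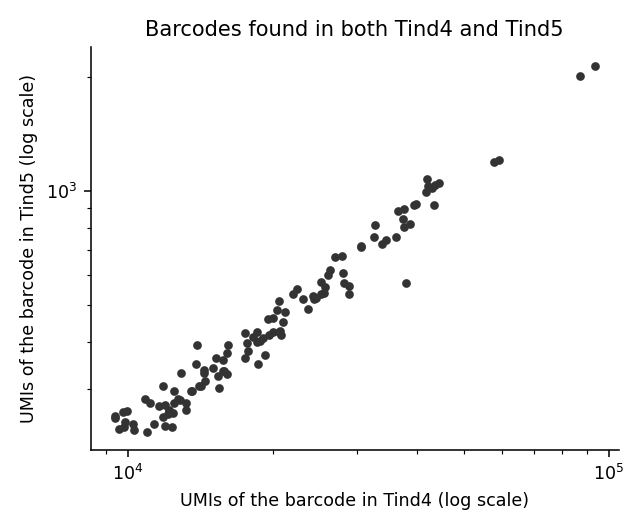
UMIs of each of the 116 barcodes found in both libraries, in Tind4 (x axis, log scale) and in Tind5 (y axis, log scale); each point is 1 barcode. The points lie along 1 line, with Tind5 holding between 1.51% and 2.82% of the UMIs of Tind4 (median 2.24%, Spearman's rho 0.98 across barcodes).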

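The deposited matrices hold 2273 cells for Tind1, 1026 for Tind2, 717 for Tind3, 1097 for Tind4, 903 for Tind5, 493 for Tind6 and 3405 for Tgrp, 9914 cells in all. The shallowest cell that the authors' cell calling retained had 126 UMIs in Tind3 and between 230 and 501 UMIs in the other libraries. The deepest cell had 3105 UMIs in Tind3 and 93577 UMIs in Tind4.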

We successfully analyzed six well-delineated tumors individually and a group of six tumors together, each containing enough cells for clustering analyses (Figure S1). Using the Seurat R pipeline, we conducted quality control of each sample to verify mRNA diversity (Figure S2), and mitochondrial gene expression (Figure S3) as a marker of apoptosis to exclude dying cells for analysis. 

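The median cell had 627, 403, 163, 825, 250 and 272 detected genes in Tind1 to Tind6, and 474 in Tgrp. Mitochondrially encoded transcripts made up 6.58%, 9.36%, 12.7%, 7.08%, 10.7% and 11.5% of the UMIs of the median cell in Tind1 to Tind6, and 8.14% in Tgrp. Cells above the 15% limit of Figure S3 made up between 6.51% of the cells in Tind1 and 39.1% in Tind3. Limits of 100 and 2000 genes per cell, the range drawn in Figure S2, removed 113 cells of Tind3 as too low and 145 cells of Tind4 as too high, some of which were also over the mitochondrial limit. With all limits 7998 of the 9914 cells remained, and an individual tumor kept 72.9% ± 13.8 of its deposited cells (SD, n = 6 tumors). The libraries kept 2065, 889, 392, 770, 651 and 309 cells for Tind1 to Tind6 and 2922 cells for Tgrp, as shown in the bars of cells per library. A mitochondrial limit of 30% moved this number most, to 9229 cells. The paper's text names no step that removes doublets, and none was applied here. The doublet caller Scrublet, run as an alternative, marked 165 of the deposited cells.

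**Figure D2:**
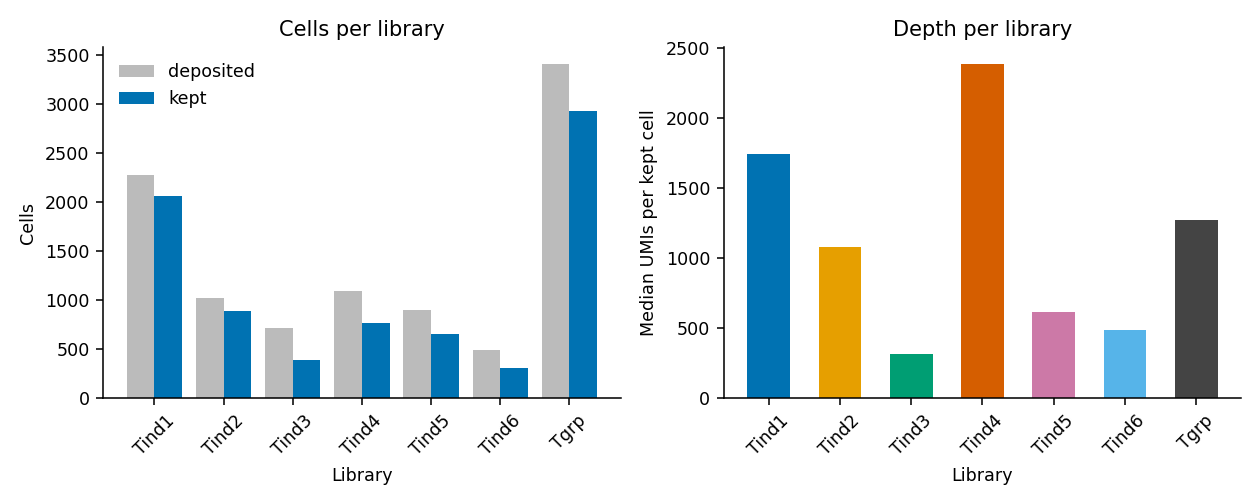
Left, cells deposited (grey) and kept (blue) in each library. Right, median UMIs per kept cell in each library, from 317 in Tind3 to 2383.5 in Tind4, with 1269 in Tgrp.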

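Similarity between libraries was measured in 2 ways that need no cluster. First, the summed UMIs of each gene were correlated between libraries. Across genes, Spearman's rho was between 0.653 and 0.807 (median 0.747) in the 15 pairs of individual tumors, and between 0.766 and 0.812 in the 6 pairs of an individual tumor with Tgrp. Genes are not independent replicates, so no p-value belongs to these values. Second, the share of each cell's 30 nearest neighbors that came from other libraries was divided by the share that random mixing would give, after CCA integration of all libraries in Seurat. This ratio, which is 1 for full mixing, was 0.966 in Tind1, 0.688 in Tind2, 0.927 in Tind3, 0.800 in Tind4, 0.915 in Tind5, 0.982 in Tind6 and 1.01 in Tgrp.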

Comparison of UMAPs revealed strong similarities shared among all samples (Figure 3A). Since we recovered a moderate number of cells for individual tumors (Figure S1) and they all shared similar UMAP projections (Figure 3A), we pooled them to improve clustering resolution (Figure 3B). As a result, we identified 14 clusters, and back projection of these clusters for each sample showed that almost all of them can be detected in isolated tumors (Figure 3C). 

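Integration of the libraries contributed much of this mixing. Over the 7 libraries the mixing ratio was 0.899 ± 0.115 (SD) after integration and 0.560 ± 0.164 before it, when the values ran from 0.309 to 0.773. The ratio after integration differed by less than its spread between libraries with 10 neighbors (0.877) or with 15 principal components (0.904) in place of 30. Of the pooled kept cells, from which the clusters were made, 63.5% came from libraries other than Tgrp and 74.2% from libraries other than Tind1.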

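With 2000 variable genes, 30 principal components and Seurat's default resolution of 0.8, the kept cells fell into 13 clusters. Their numbers, from 0 for the largest, are those of this clustering and do not correspond to the cluster numbers of Figure 3. The resolution moved their number most, from 7 clusters at 0.4 to 16 clusters at 1.2. Without the 99 Tind5 cells whose barcode Tind4 shares there were 9 clusters. The number was also 9 with doublets removed and with the 6 individual tumors alone. It is thus sensitive to a small share of the cells. The largest cluster held 1435 cells and the smallest 32. Only 2 clusters had at least 3 of the midgut cell markers that were fixed in advance, and these were called enterocyte-like (cluster 5, 663 cells, led by CG14645, CG13323 and CG5506) and enteroendocrine-like (cluster 12, the smallest). Cluster 4, with 883 cells, was led by heat-shock genes such as Hsp68 and Hsp70Bc. Cluster 6, with 609 cells and the highest median depth (3310 UMIs), carried 8 markers of dividing cells. It was left unnamed because Delta, of another list, was among its leading genes and none of the 8 was. The other clusters were left unnamed too.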

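Of the 13 clusters, 10 had at least 1 cell in each of the 6 individual tumors, and 9 had at least 5 cells in each. Cluster 10 had no cell among the 309 of Tind6, a count of 0 that allows a share of up to 0.971%. Cluster 11 was found in Tind1 alone, where it made up 2.28% of the cells. The enteroendocrine-like cluster 12 had cells in 4 of the tumors, at 2, 1, 4 and 1 cells in Tind2, Tind3, Tind5 and Tind6, and 24 cells in Tgrp. Cluster 0 was the largest on average, with 19.1% ± 8.32 of a tumor's cells (SD, n = 6 tumors) and a range from 10.7% to 33.0%. Cluster 3, at 11.4% ± 2.93, and cluster 6, at 7.64% ± 1.70, varied less between tumors. The number of shared clusters ran from 7, which was all clusters at a resolution of 0.4, to 14 of 16 at a resolution of 1.2. It was 8 of 17 without integration and 8 of 9 without the shared barcodes.

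**Figure D3:**
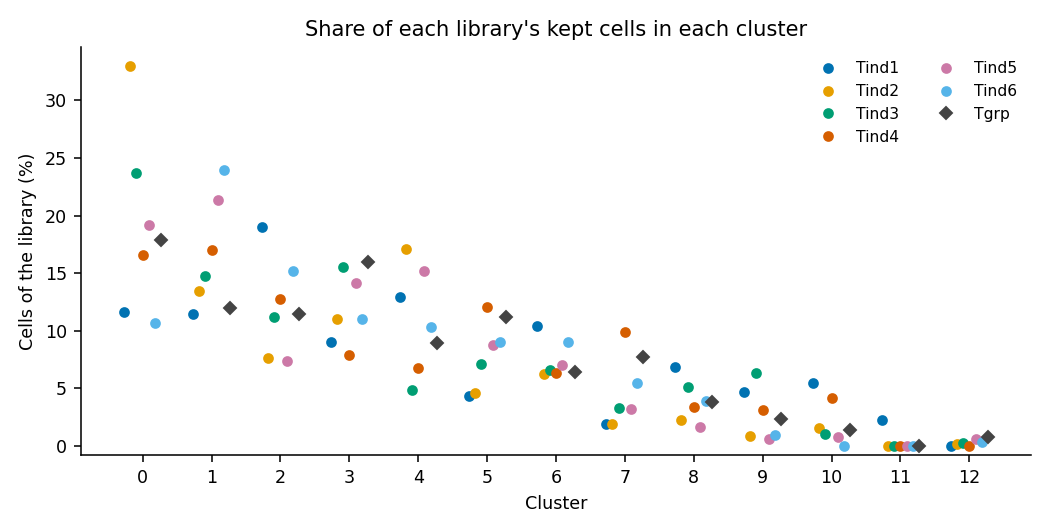
Share of each library's kept cells (y axis, %) in each of the 13 clusters (x axis); each point is 1 library. Clusters 0 to 9 have points above 0 for every library, and cluster 11 only for Tind1.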

Individual counts for each cluster revealed that at least 12 of them were present in every tumor (Figure S4). Additionally, to prevent potential contamination, we checked common midgut cell markers^55^ and rat sarcoma (RAS) expression as a tumor-specific marker. 

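Ras85D (FBgn0003205; chromosome 3R, 9510561 to 9513067 in release 6) is the gene from which the oncogenic RasV12 transgene was made. The files list 1 entry for it, so transcripts of the transgene and of the endogenous gene were not told apart. Whether the 3′ counts hold transgene transcripts at all depends on the 3′ end of the transgene, which is not given. At full depth, 63.8%, 76.8%, 43.1%, 47.1%, 47.5% and 35.3% of the kept cells of Tind1 to Tind6 had at least 1 Ras85D UMI, a mean of 52.3% ± 15.2 (SD, n = 6 tumors), and 62.8% in Tgrp. If every cell of a library had the same Ras85D level, its depth would give 91.3%, 90.8%, 58.8%, 89.6%, 69.0% and 57.0% positive cells in these tumors and 90.2% in Tgrp, so that in each library fewer cells were positive than 1 even level gives. At 300 UMIs per cell the mean was 32.6%.
By kind of cell, Ras85D was found in 34.5% of enterocyte-like cells (median depth 1185 UMIs), in 4 of 32 enteroendocrine-like cells (12.5%; 777 UMIs) and in 62.3% of the cells of all other clusters (1237 UMIs). At equal depth the shares were 14.0% (11.4 to 16.9, exact 95% binomial interval) in enterocyte-like cells and 35.7% (34.5 to 36.8) in the other clusters, a difference beyond counting error. In enteroendocrine-like cells the count was 0 of 32, with an upper bound of 10.9%. The intervals cover counting error only.

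**Figure D4:**
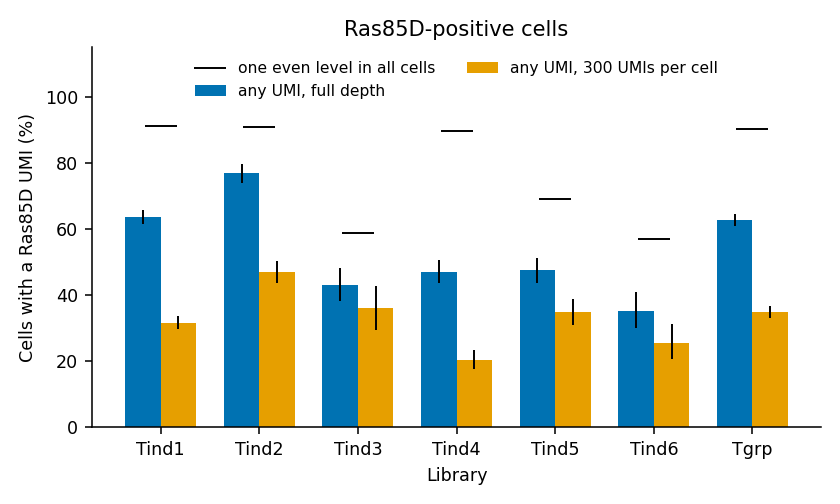
Share of kept cells with a Ras85D UMI (y axis, %) in each library, at full depth (blue) and at 300 UMIs per cell (orange), with exact 95% binomial intervals. Black lines mark the share that 1 even Ras85D level in all cells would give at full depth; every blue bar ends below its line.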

Consistently, nearly all cells were positive for RAS (Figure S5), confirming their tumor identity. 

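vein (vn, FBgn0003984; chromosome 3L, 5813338 to 5845664) was found in 4.18% ± 6.52 of the cells of a tumor (SD, n = 6 tumors), from 0.675% to 17.4%. In enterocyte-like cells, which should lack a visceral muscle marker, the share was 5.88% at a median of 1185 UMIs, against 4.16% in the other unnamed clusters at 1237 UMIs. With equal depth it was 1.86% (0.966 to 3.23, exact 95% interval) in enterocyte-like cells and 0.712% (0.529 to 0.938) in the unnamed clusters, so the cells meant as a background were above the others. Cluster 7, unnamed and with a median of 1328 UMIs, stood apart with 93 vn-positive cells among its 408. wingless (wg, FBgn0284084; chromosome 2L, 7307159 to 7316265) had a UMI in 8 cells of 3 tumors, 0.195% on average. unpaired 1 (upd1, FBgn0004956; chromosome X, 18305354 to 18309291) had a UMI in 10 cells of 2 tumors, 0.0982% on average.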

Regarding the visceral muscle signature, only one (*vein*) out of three markers could be detected in a few cells (Figure S5). 

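All 12 enteroendocrine markers had a UMI in at least 1 cell, most of them in very few. prospero (pros, FBgn0004595; chromosome 3R, 11328480 to 11407627) was found in 0.363% ± 0.352 of the cells of a tumor (SD, n = 6) and in 5 of the 6 tumors. In Tgrp its share was 1.10%. It was found in 43.8% of the 32 enteroendocrine-like cells and in 0.603% of enterocyte-like cells, which should lack it. Of the 45 pros-positive cells, 14 were enteroendocrine-like and 27 were in the unnamed clusters. pros was among the markers that gave the cluster its name. Piezo (FBgn0264953; chromosome 2L, 8163073 to 8190137) was found in more cells, 5.60% ± 5.32. Its share was 6.79% in enterocyte-like cells and 6.89% in the unnamed clusters, and it was in 0 of 32 enteroendocrine-like cells. With cells thinned to 300 UMIs the shares were 0.621% (0.169 to 1.58, exact 95% interval) and 1.42% (1.16 to 1.73), which overlap. Among the unnamed clusters, cluster 7 stood apart with 120 Piezo-positive cells among its 408. Among the peptide hormones, Orcokinin was found in 1.11% of the cells of a tumor, Tachykinin (Tk) in 0.324% and Allatostatin A (AstA) in 0.0349%. In Tgrp these shares were 0.684%, 0.376% and 0.856%. The mean for Tk rests largely on Tind5, which had 11 of the 12 Tk-positive cells of the tumors (1.69% of its cells). Only 2 of the 6 tumors had a Tk UMI. Mip, NPF and Burs had a UMI in 1 cell each of the 6 tumors.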

For the enteroendocrine signature, two (*prospero* and *piezo*) out of 12 markers could be detected in some cells (Figure S5). For the enterocyte signature, while *myosin31DF* was detected in several cells, *nubbin* was present in a very few cells (Figure S5). 

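Myosin 31DF (Myo31DF, FBgn0086347; chromosome 2L, 10491814 to 10506779) was found in 12.5% ± 9.23 of the cells of a tumor (SD, n = 6 tumors), and nubbin (nub, FBgn0085424; chromosome 2L, 12587625 to 12628135) in 1.66% ± 0.789. Both were among the markers that gave the enterocyte-like cluster its name. At full depth Myo31DF was found in 33.5% of its cells and in 13.2% of the unnamed clusters' cells. At 300 UMIs per cell these shares were 9.63% (7.46 to 12.2, exact 95% interval) and 2.71% (2.34 to 3.11). nub was found in 16.6% of enterocyte-like and 1.22% of unnamed clusters' cells at full depth, and in 4.5% (3.04 to 6.40) and 0.171% (0.0884 to 0.298) at equal depth. In enteroendocrine-like cells, which should lack both genes, Myo31DF was found in 6 of 32 and nub in 1 of 32 cells. These 32 cells are too few to set a background share. The unnamed clusters were not alike, since cluster 7 also had Myo31DF among its markers.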

Regarding the enteroblast signature, *escargot* was present in several cells, while *suppressor of Hairless* was present in very few cells (Figure S5). 

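escargot (esg, FBgn0287768; chromosome 2L, 15333866 to 15336138) was found in 17.9% ± 6.95 of the cells of a tumor (SD, n = 6 tumors). Suppressor of Hairless (Su(H), FBgn0004837; chromosome 2L, 15039488 to 15043334) was found in 1.89% ± 1.70. Enterocyte-like cells were taken as a background, since the paper lists both genes as enteroblast markers. Whether enterocytes lack Su(H) transcripts was not tested. They had an esg UMI in 8.30% and a Su(H) UMI in 0.754% of cells, against 22.9% and 2.36% in the unnamed clusters. At 300 UMIs per cell esg was found in 1.86% (0.966 to 3.23, exact 95% interval) and 5.14% (4.64 to 5.69), so that the higher share in the unnamed clusters was beyond counting error. For Su(H) the shares were 0.155% (0.00393 to 0.862) and 0.484% (0.336 to 0.676), which overlap, and a difference was not detectable at this depth. The ligand Delta, a marker of intestinal stem cells, was found in 12.2% ± 8.55 of the cells of a tumor.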

Importantly, for all these markers, positive cells were rarely seen in one same cluster, indicating marginal contamination by non-tumorous midgut cells.

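Over the 13 clusters, the cells positive for some of these markers were spread widely, and those for others were concentrated. Cells with Myo31DF and with esg were found in all 13 clusters, and cells with vn, Piezo, nub and Su(H) in 12. The cluster with most positive cells held 222 of the 1194 Myo31DF cells (18.6%, enterocyte-like cluster 5), 382 of the 1732 esg cells (22.1%, cluster 3), 32 of the 177 Su(H) cells (18.1%, cluster 2), 93 of the 344 vn cells (27.0%, cluster 7) and 120 of the 548 Piezo cells (21.9%, cluster 7). For comparison, clusters 5, 3, 2 and 7 held 8.29%, 12.5%, 12.9% and 5.10% of all cells. Cluster 5 held 110 of the 200 nub cells (55.0%). The enteroendocrine-like cluster 12, with 0.40% of all cells, held 14 of the 45 pros cells, 17 of the 28 AstA cells, 12 of the 23 Tk cells and 11 of the 14 CCHa1 cells. Cluster 2 held 49 of the 82 Orcokinin cells (59.8%). Both nub and these hormones were used to name clusters 5 and 12.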

**Figure 3:**
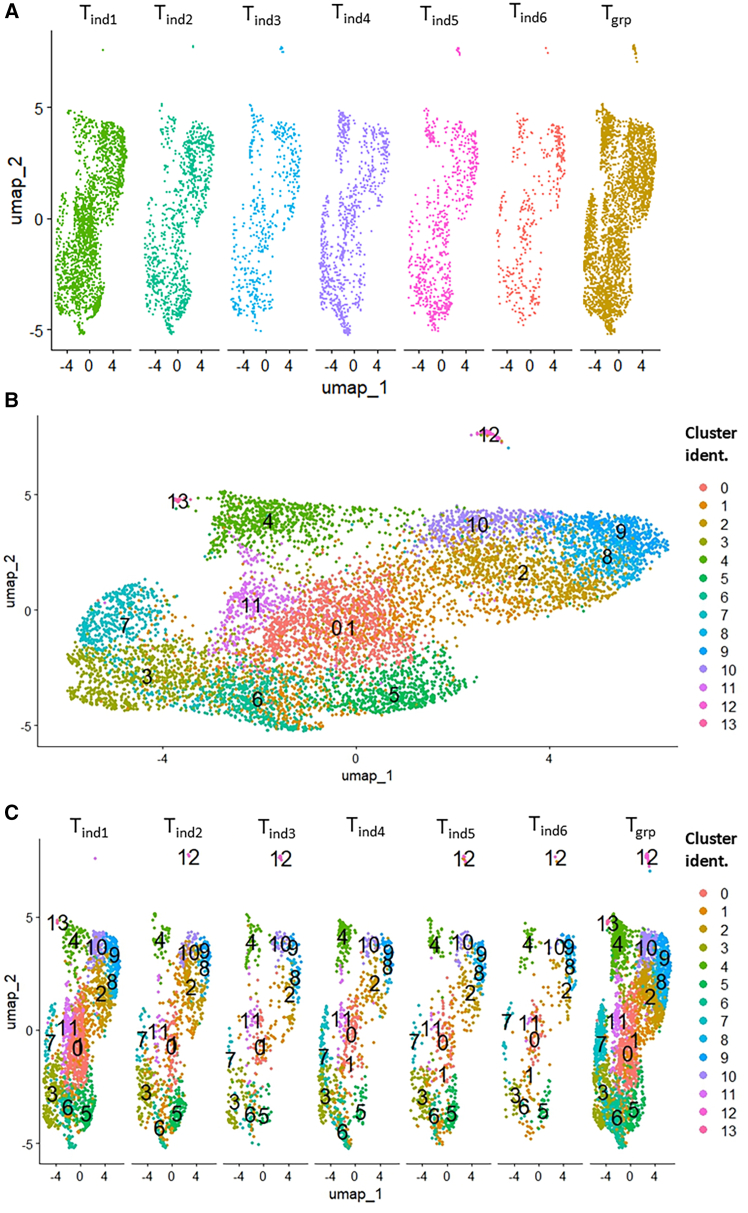
RNA-seq clustering analysis of midgut tumors (A) UMAP for each integrated individual sample reveal same levels of dispersion. (B) Clustering analysis resulting from all samples pooled together. (C) Iteration of clustering analysis for each individual sample displays that all clusters shown in (B) are present in each sample.

Next, we performed gene ontology (GO) analysis based on biological processes (BPs), cellular components (CCs), and molecular functions (MFs). Despite insufficient cell count to retrieve relevant information for all clusters, GO analysis revealed specific functions for BP, CC, and MF categories in several clusters (Figures S6–S9). 

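A cluster that glycolytic or respiratory genes helped to define cannot be tested on the same genes. The kept cells were therefore clustered again without 215 metabolic, respiratory, glutathione and motility genes, which gave 10 clusters with numbers of their own. In the separate Tgrp library, the cluster with the highest share of glycolytic transcripts (12 genes) and the cluster with the highest share of nuclear-encoded respiratory transcripts (90 OXPHOS genes) were then chosen, and both were measured in the 6 individual tumors. The glycolytic cluster (cluster 0, 1386 cells, led by lncRNA:CR44526, CG32444 and MtnA) had 13177 ± 3572 CPM of glycolytic transcripts (SD, n = 6 tumors), a log2 ratio of 1.15 ± 0.11 against the other cells of the tumor. The respiratory cluster (cluster 2, 878 cells, led by HmgD, Pen and Delta) had 29628 ± 6024 CPM of respiratory transcripts, a log2 ratio of 1.16 ± 0.17. Both ratios were above 0 in 6 of 6 tumors. The respiratory cluster also carried 7 markers of dividing cells and had a median depth of 2472 UMIs, against 1324.5 in the glycolytic cluster.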

Focusing on the BP analysis, glycolytic- and respiratory-related processes were the main characteristics accounting for clusters 0 and 2, respectively (Figure S6). Consistently, this metabolic dichotomy was confirmed for CC and MF analyses (Figures S7 and S8). Based on the GO results, we selected metabolic-related genes from the respective KEGG pathway.^56^ This approach allowed us to attribute distinct metabolic functions to the most cell-abundant clusters (Figure S9). Based on the KEGG list, a general heatmap of metabolic genes was drawn (Figure S10). For clarity, these genes were grouped according to KEGG metabolic pathways (Figure 4). Cells from cluster 0 and, to a lesser extent, cluster 1 expressed high levels of glycolytic-related transcripts and low levels of respiratory-related transcripts, whereas clusters 2, 8, 9, and 10 showed opposite pattern (Figure 4). 

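The other gene set was measured in these clusters made without metabolic genes. In the most glycolytic cluster, respiratory transcripts were at 12752 ± 3372 CPM (SD, n = 6 tumors), a log2 ratio of −0.42 ± 0.27 against the other cells, lower in 5 of 6 tumors (exact sign-flip permutation test, two-sided, p = 0.0625). Tind4 was the exception at 0.09, and Tgrp was at −0.37. In the most respiratory cluster, glycolytic transcripts were at 3204 ± 525 CPM, a log2 ratio of −1.31 ± 0.50, lower in 6 of 6 tumors (same exact test, p = 0.03125, the smallest that 6 tumors allow). Ldh, in neither gene set, had a log2 ratio of 1.36 ± 0.44 in the glycolytic and −2.54 ± 1.11 in the respiratory cluster. The plot of both sets by cluster places these clusters at opposite corners.
A measure that needs no clusters gave another picture. Across the cells of a tumor, at 300 UMIs each, Spearman's rho between glycolytic and respiratory sums was −0.13, −0.00, −0.10, 0.26, 0.07 and −0.16 in Tind1 to Tind6 and 0.06 in Tgrp, after the rho of random draws was subtracted. The mean of −0.01 ± 0.16 (SD, n = 6) was not distinguishable from 0 (exact sign-flip permutation test, p = 0.844). The mean cell held 2.19 glycolytic and 4.48 respiratory UMIs in these draws, which limits what the correlation can show in single cells. From its single-cell data as a whole, the paper states that each tumor holds tumor cells with different metabolic signatures.

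**Figure D5:**
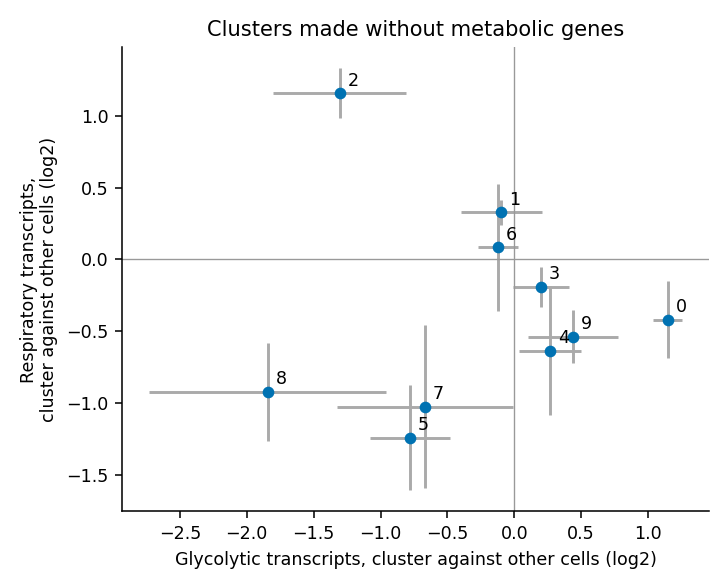
Log2 ratio of glycolytic (x axis) and respiratory (y axis) transcripts in each cluster made without metabolic genes against the other cells of the same tumor; points are means and bars SDs over the tumors with at least 10 cells in the cluster. Cluster 0 lies at 1.15 and −0.42, and cluster 2 at −1.31 and 1.16.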

Clusters 3–7 expressed low levels of both glycolytic- and respiratory-related transcripts but exhibited other specific metabolic functions, including glutathione- and amino acid-related processes for cluster 3 and lipid-related processes for cluster 4 (Figures 4 and S9). 

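In the clusters made without metabolic genes, 3 clusters were below the other cells of the tumor in both sets of transcripts. Glycolytic and respiratory log2 ratios were −0.78 and −1.24 in cluster 5 and −1.84 and −0.92 in cluster 8 (n = 6 tumors each), both sets being lower in 6 of 6 tumors. In cluster 7 they were −0.67 and −1.03 (n = 5 tumors with at least 10 cells), with glycolysis lower in 4 of 5. Over the tumors, glutathione-related transcripts (37 genes) were highest in cluster 9, at a log2 ratio of 0.89 ± 0.57 (SD) and higher in 5 of 5 tumors. Cluster 5 followed with 0.41 ± 0.42 and the glycolytic cluster 0 with 0.27 ± 0.27, each higher in 5 of 6. In Tgrp cluster 0 was highest at 0.66, above cluster 9 at 0.61 and cluster 5 at 0.47. Transcripts of fatty acid synthesis (ATPCL, ACC and FASN1) were highest in the respiratory cluster 2, with a log2 ratio of 0.97 ± 0.38, and in cluster 1, with 0.80 ± 0.40, higher in 6 of 6 tumors in both. Cluster 1 was above the other cells in respiratory transcripts too, by a log2 ratio of 0.33 ± 0.09. At the level of single cells, 11.7% ± 2.01 of a tumor's cells belonged to the third of cells with the lowest sum in both sets, against 11.1% if both sums were independent. The difference of 0.587 percentage points ± 2.03 (SD, n = 6) was not distinguishable from 0 (exact sign-flip permutation test, p = 0.594), and its sign changed with the setting, to −0.407 when cells were split at the median.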

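The 8 genes of the Arp2/3 complex, which nucleates branched actin and includes Arpc2, were used as a measure of motility-related transcripts. Within each tumor, cells were ranked by their respiratory UMIs at 300 UMIs per cell, and the third of cells with most was compared with the third with fewest. Arp2/3 transcripts made up 818 ± 63.8 CPM in these respiration-high cells and 494 ± 93.7 CPM in the respiration-low cells (SD, n = 6 tumors). The log2 ratio was 0.74 ± 0.27, higher in 6 of 6 tumors (exact sign-flip permutation test, two-sided, p = 0.03125, 0.0365 after Benjamini-Hochberg adjustment over a family of 7 measures). Relative to the median gene, which also rose in respiration-high cells, the ratio was 0.34 ± 0.12, still higher in 6 of 6 tumors, with an exact p of 0.03125. Its adjusted p of 0.0729 is higher only because other measures of the family had a larger p. In the clusters made without metabolic genes, Arp2/3 log2 ratios were 0.80 ± 0.57 in cluster 6 (led by CG14645), 0.41 ± 0.23 in cluster 1 and 0.39 ± 0.22 in the respiratory cluster 2, each higher in 6 of 6 tumors. In Tgrp they were 1.35, 0.00 and 0.20, so that cluster 1 showed no rise there. In the glycolytic cluster 0 the ratio was −0.26 ± 0.20, lower in 6 of 6. Cluster 6 was led by CG14645, CG13323 and CG5506, which also lead the enterocyte-like cluster 5 of the clustering with all genes. The naming rule called it enteroendocrine-like, with 6 markers, so the rule does not settle what these cells are. They may be differentiated cells, and their overlap with cluster 5 was not measured. Cluster 6, the highest in Arp2/3 transcripts, was not distinctly respiratory. Its log2 ratio of respiratory transcripts was 0.08 ± 0.44, higher in 4 of 6 tumors, and −0.37 in Tgrp.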

Importantly, clusters 2, 4, and, in a lesser extent, 5 (respiring clusters) expressed cell-motility- and migration-related transcripts (Figure S9). 

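Ldh (FBgn0001258; chromosome 3L, 6259105 to 6262694) encodes lactate dehydrogenase. Cells were classed as Ldh-positive by at least 1 Ldh UMI among 300, which gave 1754 positive and 3018 negative cells in the 6 tumors. Glycolytic transcripts, a set without Ldh, had a log2 ratio of 1.17 ± 0.27 in Ldh-positive cells. Respiratory transcripts were at 14023 ± 3151 CPM in Ldh-positive and 17635 ± 3844 CPM in Ldh-negative cells (SD, n = 6 tumors), a log2 ratio of −0.34 ± 0.29. The ratio was lower in 5 of 6 tumors and 0.10 in Tind4 (exact sign-flip permutation test, two-sided, p = 0.0625). With cells thinned to 500 UMIs it was −0.42 and lower in 6 of 6 tumors (same exact test, p = 0.03125).
Pepck2 (FBgn0034356; chromosome 2R, 18527430 to 18535749) encodes a phosphoenolpyruvate carboxykinase of gluconeogenesis. It had 11 UMIs in the 382 cells with a transcript of ATPCL, ACC or FASN1 and 89 UMIs in the 4390 cells without one. The log2 ratio was −0.49 ± 1.92 (SD, n = 6 tumors), higher in 3 and lower in 2 tumors, and was not distinguishable from 0 (exact sign-flip permutation test, p = 0.5625). Its sign depended on how the single UMIs were handled. With 0.5 UMI added to each class, a form used first and replaced after its values were seen, it was 1.14 in the other direction (same exact test, p = 0.03125). At this depth the relation between both pathways was not detectable in either direction.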

Finally, focusing on a few genes retained for the metabolic screen, we confirmed cluster-independency between LDH and ETC components, and between FA synthesis and PEPCK2-dependent gluconeogenesis (Figure S11). 

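Gdh (FBgn0001098; chromosome 3R, 23935958 to 23943101) encodes glutamate dehydrogenase, ACC (FBgn0033246; chromosome 2R, 7974115 to 7991862) acetyl-CoA carboxylase and FASN1 (FBgn0283427; chromosome 2L, 3056598 to 3068177) fatty acid synthase. None of them is in the respiratory gene set by which the cells were ranked. Gdh and ACC overlap a gene on the other strand, CG5854 and Nup44A, and the paper's text does not say whether strand was used in counting. In respiration-high cells of the 6 tumors Gdh had 575 UMIs against 201 in respiration-low cells, ACC 357 against 91 and FASN1 905 against 260. FASN1 was at 272 ± 144 and 90.8 ± 37.0 CPM, ACC at 78.4 ± 28.6 and 26.3 ± 16.8 CPM, and Gdh at 190 ± 148 and 104 ± 90.5 CPM (SD, n = 6 tumors). The log2 ratios were 1.53 ± 0.43 for FASN1, 1.62 ± 0.66 for ACC and 1.03 ± 0.51 for Gdh, each higher in 6 of 6 tumors (exact sign-flip permutation test, p = 0.03125; adjusted p = 0.0365 over the family of 7). Ras85D, at 0.96 ± 0.72, and esg, at 0.97 ± 0.46, were higher in 6 of 6 tumors with the same p. Ldh had a log2 ratio of −0.65 ± 0.93, lower in 5 of 6 tumors and 0.83 in Tind4 (exact test, p = 0.1875).
Respiration-high cells were also deeper in 5 of 6 tumors, most so in Tind4 (median 3044 against 1442 UMIs), and not in Tind5 (702.5 against 724). Their median gene rose by a log2 ratio of 0.41 ± 0.22. Relative to the median gene, a comparison added after this rise was seen, ACC was at 1.21 and FASN1 at 1.12, higher in 6 of 6 tumors (exact test, p = 0.03125; adjusted p = 0.0729, raised by the other measures of the family). Gdh was at 0.62, higher in 5 of 6 (exact test, adjusted p = 0.0875), esg at 0.57 (5 of 6) and Ras85D at 0.55 (3 of 6). Among the 6422 genes with enough UMIs, ACC was at the 94.0th percentile of log2 ratios, FASN1 at the 92.4th, Gdh at the 77.7th and Ldh at the 6.82th. Without the barcodes that Tind5 shares with Tind4, the Gdh ratio was 0.71 and higher in 5 of 6 tumors (exact test, adjusted p = 0.109), whereas ACC and FASN1 kept their side of the threshold.

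**Figure D6:**
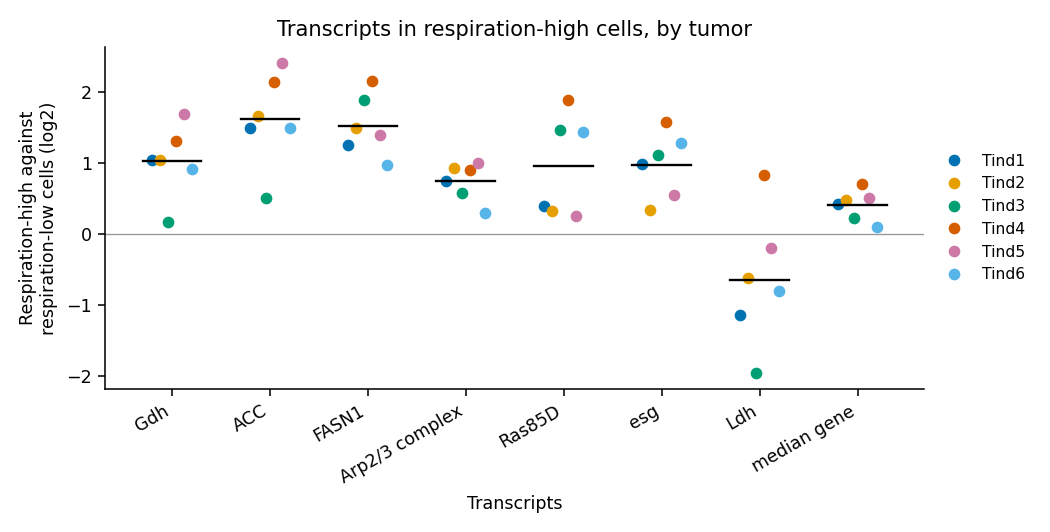
Log2 ratio of each gene or set (x axis) between respiration-high and respiration-low cells (y axis); each point is 1 individual tumor. FASN1, ACC, Gdh, the Arp2/3 complex, Ras85D and esg lie above 0 in 6 of 6 tumors, as does the median gene, and Ldh lies below 0 in 5.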

Interestingly, GDH, ETCs components, ACC, and FASN1 were found in the same clusters. 

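The transcripts that go with Ldh were compared over all genes. UMIs were summed over the Ldh-positive and the Ldh-negative cells of each individual tumor, and the 12 sums were tested with edgeR's quasi-likelihood test with the tumor as a block. Of 3141 genes with enough counts, 401 differed with a Benjamini-Hochberg adjusted p under 0.05, 278 of them higher and 123 lower in Ldh-positive cells; Ldh itself was left out. Without Tind1, the tumor with most cells, 146 genes differed (118 higher and 28 lower), and 139 of these were among the 401. With the 20 most abundant genes left out of the totals, 552 genes differed, 311 higher and 241 lower.
The 5 largest rises shared by all 6 tumors were those of lncRNA:CR44138 (log2 fold change 2.32, standard error 0.21, edgeR adjusted p = 1.7e-08), Listericin (2.31), branchless (bnl; 2.20, standard error 0.20, edgeR adjusted p = 1.1e-08), GstD2 (2.00) and MFS3 (1.94, standard error 0.13, edgeR adjusted p = 2.1e-10). bnl, which encodes a fibroblast growth factor, lies on chromosome 3R from 19794073 to 19836817 and was at 346 ± 155 CPM in Ldh-positive and 71.3 ± 31.8 CPM in Ldh-negative cells (SD, n = 6 tumors). The 5 largest falls were those of Ama (log2 fold change −1.55, standard error 0.31, edgeR adjusted p = 0.0011), CG9021 (−1.52), echinoid (ed; −1.14), string (stg; −1.09) and Btk (−1.03). stg encodes the Cdc25 phosphatase that drives entry into mitosis, and was at 90.2 ± 56.5 and 215 ± 108 CPM. GstD2 belongs to a family of similar genes, between which the counting could have split reads. lncRNA:CR44138, MFS3, Ama, ed and Btk overlap other annotated genes, so their counts are less certain.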

In summary, single-cell RNA-seq analysis revealed that individual tumors contain a diverse array of tumor cells characterized by specific metabolic signatures. Alternatively, the 14 identified clusters might be sub-clusters of the three major metabolic groups characterized by glycolysis, respiration, and FA synthesis.

**Figure 4:**
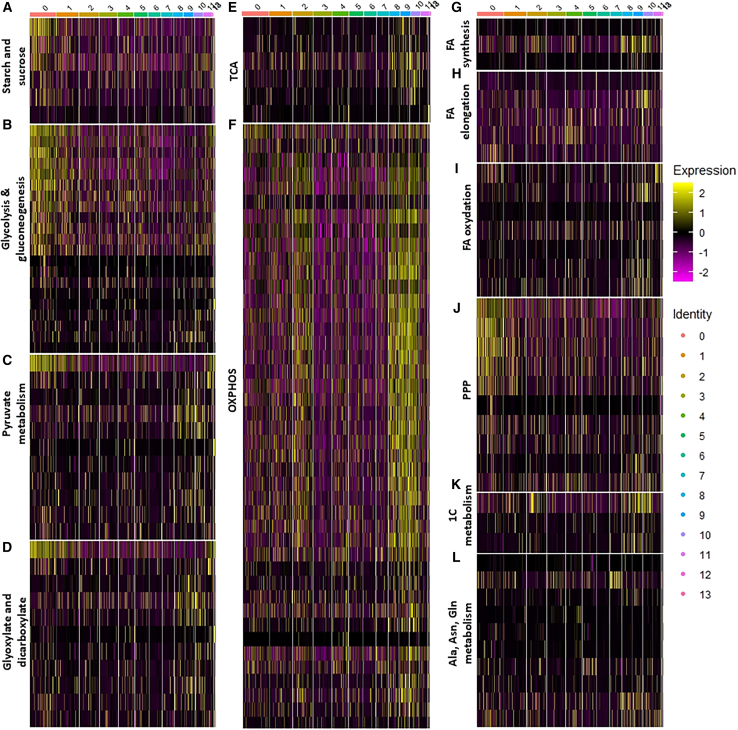
Transcript-based metabolic heterogeneity in tumors (A–L) Metabolic heatmaps of pooled tumor samples based on KEGG pathways related to sucrose and sucrose (A), glycolysis and gluconeogenesis (B), pyruvate metabolism (C) glyoxylate and dicarboxylate (D), TCA (E), OXPHOS (F), FA synthesis (G), FA elongation (H), FA oxidation (I), PPP (J), one-carbon metabolism (K), and amino acid metabolism (L).

### Metabolic diversity in late and early tumor phases

The critical need for ETCs (Figure 2B), the identification of respiratory-specific clusters (Figure 4), together with the fact that Branchless is dispensable (Figure 2F) suggest that mitochondrial activity varies within a given tumor. Consistently, MitoTracker staining revealed strong heterogeneity among tumor cells (Figure S12). Tumor cell heterogeneity was also observed for lipid (Figure S13) and ACC (antibody) staining (Figure S14), further supporting the metabolic diversity characterized via clustering analysis (Figure 4). Therefore, we wondered whether cellular diversity progressively develops during tumor progression or whether it is established early in somatically recombined clones. To investigate this issue, we recombined UAS-driven metabolic sensors for pH and redox states, and for metabolite levels with *UAS-RasV12*, and we removed the *UAS-GFP* transgene to prevent fluorescent interference. First, we studied single fluorescent sensors that monitor pH and redox states. At late stages (≥20 dpi), in well-delineated tumors, the pH sensor fluorescence revealed heterogeneity with a gradient ranging from an acidic core to a basic periphery (Figure 5A). At early stages (≤5 dpi), we analyzed intensity differences between cells from the same clone and cells from distinct clones (Figure 5A′). Importantly, the difference in fluorescence intensity was significantly higher between cells from distinct clones than within the same clone (Figure 5A″), indicating that differences in pH values exist early after clonal induction. To monitor the redox state, we used a glutathione sensor targeted to either the cytoplasm or the mitochondria. Similar to the pH pattern, the mitochondrial glutathione sensor revealed a core-to-periphery gradient in late tumors (Figure 5B). However, no significant fluorescence differences were observed when comparing cells from the same clone and cells from distinct clones at early stages (Figures 5B′ and 5B″). In contrast, when targeted to the cytoplasm, the glutathione sensor exhibited fluorescence differences both in late tumors and at early stages between cells from the same clone and cells from distinct clones (Figures 5C–5C″). To monitor metabolite levels, we made use of FRET-based sensors for P-glucose, pyruvate, lactate, and citrate. At late stages, in well-delineated tumors, all sensors exhibited marked fluorescence differences among tumor cells, although no typical pattern could be defined (Figures 5D–5G). Importantly, at early stages, significant differences in fluorescence were observed for each sensor between cells from the same clone and cells from distinct clones (Figures 5D′–5G′, 5D″–5G″). As a control, GFP-labeled late tumors and early clones exhibited regular and reproducible fluorescent variations without significant differences when comparing cells from the same clone and cells from distinct clones (Figure S15). Taken together, these findings indicate that late tumors show internal metabolic diversity, and that metabolic heterogeneity could be observed even at early stages between individual clones.

**Figure 5:**
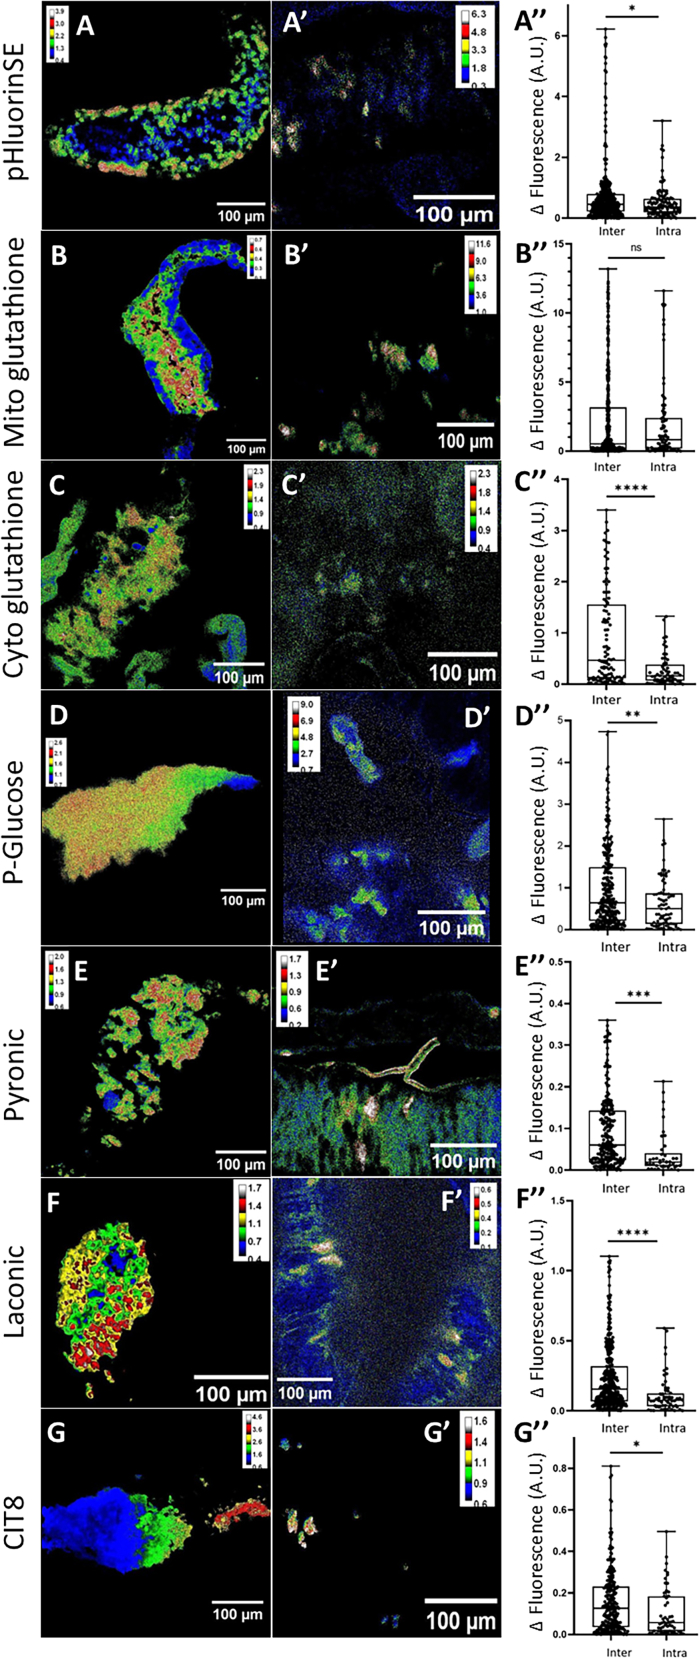
Metabolic sensor activities in tumors and clones (A–G) Genetically encoded sensors expressed in tumor cells only, to evaluate pH (A), mitochondrial oxidative state (B), cytosolic oxidative state (C), P-glucose levels (D), pyruvate levels (E), lactate levels (F), and citrate levels (G). Imaging were performed in late tumors (A–G) and early clones (A′–G′), the latter being used to compare fluorescence difference (Δ fluorescence) between cells of the same clone (intra) to cells from distant clones (inter) (A″–G″). For each graph, three independent series of at least 10 images were monitored the same day; each box represents the distribution (25%, 50%, and 75% quartiles). ∗*p* < 0.05,∗∗*p* < 0.0095, ∗∗∗*p* < 0.0002, and ∗∗∗∗*p* < 0.0001; Mann-Whitney test.

### Polyclonal tumors

Considering on one hand the metabolic gene expression diversity in the tumor clusters and on the other hand, the metabolic heterogeneity in early and late tumor stages, we aimed to determine whether these tumors arise from a composite association of various founder clones. To investigate this issue, we employed the flybow strategy,^57^ which randomly marks clones with four different fluorophores. In this setting, both tumor induction and differential clone-labeling are induced by the same heat-shock performed on 2–3 day-old flies. Flybow-expressing digestive tracts were observed at various time points. As previously described,^37^^,^^38^ we frequently observed numerous individual clones at early stages progressing to more regionalized foci at intermediary stages and to well-delineated tumors at late stages (Figures 6A–6D). To evaluate the efficiency of fluorophore shuffling, we tested various induction times. The frequency of fluorophore appearance was calculated by counting the occurrences of each color in each image dataset. For a 30-min induction, GFP was the most abundant fluorophore, while the other three fluorophores were dramatically underrepresented (Figure S16), consistent with the fact that non-induced flybow rearrangement results in GFP labeled clones.^57^ Increasing the induction time to one and two hours markedly equalized the relative occurrence of each fluorophore to a more even distribution, although GFP remained overrepresented (Figure S16). Detailed analysis evaluated the relative fluorophore proportions in both clones and tumors at ≤5 dpi and ≥20 dpi for each induction time (Figures S17 and S18). The distribution revealed that clones are more abundant at ≤5 dpi than at ≥20 dpi (Figure S17), suggesting that clones are eliminated as the days post-induction increase. Conversely, the number of tumors was very low at ≤5 dpi and strongly increased at ≥20 dpi (Figure S18). Notably, tumors expressing a single fluorophore were always GFP positive (Figure S18), reflecting the predominance of GFP among observed fluorophores (Figure S16). The presence of tumors at early stages and the consistent GFP positivity in mono-labeled tumors strongly support their multi-clonal origin. Based on the relative distributions of fluorophores in both clones and tumors, we constructed a probabilistic model to estimate the theoretical number of founder clones required to form a tumor. The best-fitting model predicted that tumors typically result from the association of approximately eight initial clones (Figure 6E). Importantly, we could observe clones containing up to 10 cells at 4 dpi indicating that at least three cell division events may happen during this period (Figure 6F). At such rate, a single clone may have undergone 15 division events at 20 dpi, resulting in a tumor theoretically containing 32,768 cells, thereby excluding that, as a consequence of slow division rate, tumors would be observed solely when several clones assemble together. Taken together, these findings provide evidence that these intestinal tumors invariably arise from an association between several distinct founder clones.

**Figure 6:**
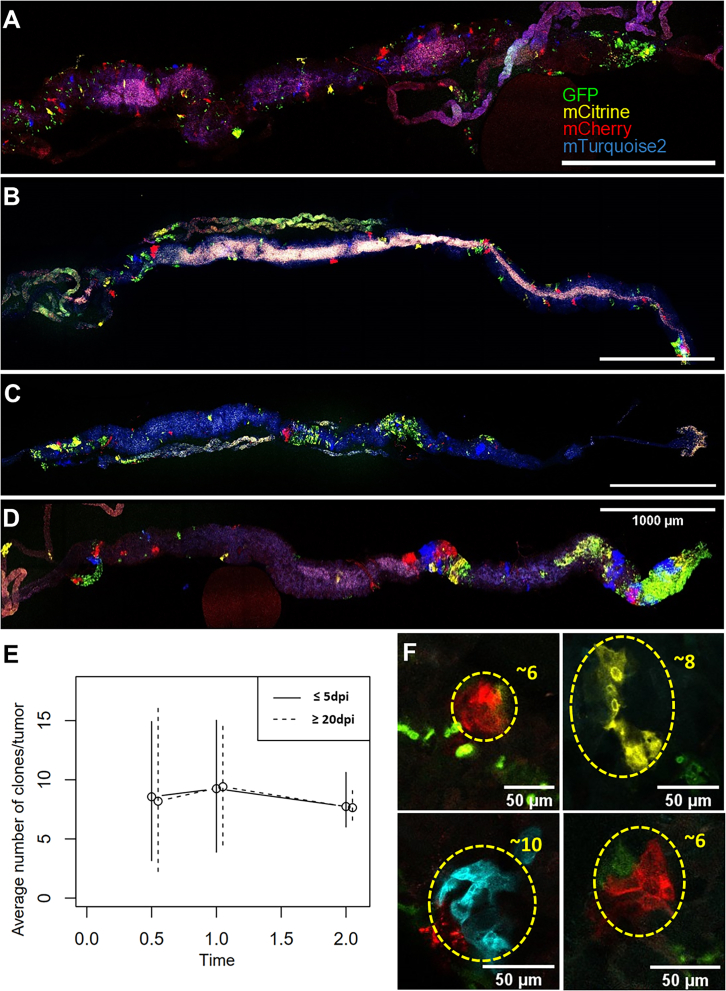
Florescent lineage analysis of tumors (A–D) Midguts (anterior to the right) at 3- (A), 10- (B), 14- (C), and 20 dpi (D) from 2 h tumor and fluorescence shuffling induction. (E) The figure represents the maximum likelihood estimate and the associated 95% confidence interval; images (≤5 dpi and ≥20 dpi) were analyzed for various induction times (*x* axis) to predict via a probabilistic model the average number of founder clones per tumor. (F) Clones at 4 dpi containing 6–10 cells as indicated. Fluorophores are shown in green (GFP), red (mCherry), blue (mTurquoise2), and yellow (mCitrine). Non-specific auto-fluorescence due to bacterial load in the midgut lumen is visible in pink (A and D), silver (B), and blue (C).

### Cell motility

The association of clones to form a delineated tumor, together with the metabolic diversity in distant clones, suggests that cell mobility must be required for tumor progression. To investigate this issue, we generated fly lines to knock down *Arpc2*, *sprt*, *sn*, and *svil*, four genes required for cell motility.^58^ A significant reduction in tumor growth was observed for each gene knockdown, with *Arpc2* resulting in the strongest suppression (Figure 7A). Focusing on *Arpc2*, we monitored overnight tumor cell movements from *ex vivo* midgut tracts (Videos S1 and S2). Film visualization suggested three potential modes influencing cell displacements: (1) peristalsis, (2) spontaneous delamination within the gut lumen, and (3) *bona fide* cell displacement within the epithelium. Comparing flybow tumorous cell movement using the TrackMate extension on Fiji revealed a significant reduction in cell track displacement in *Arpc2* knockdown tumors (Figure 7B), and an even more significant reduction in total distance traveled (Figure 7C). Interestingly, no significant differences were observed in cell perimeters and areas between the two conditions (Figures 7D and 7E), ruling out a potential subsequent effect of cell size impacting cell mobility. Altogether, these results indicate that cell motility is required for tumor formation.

**Figure 7:**
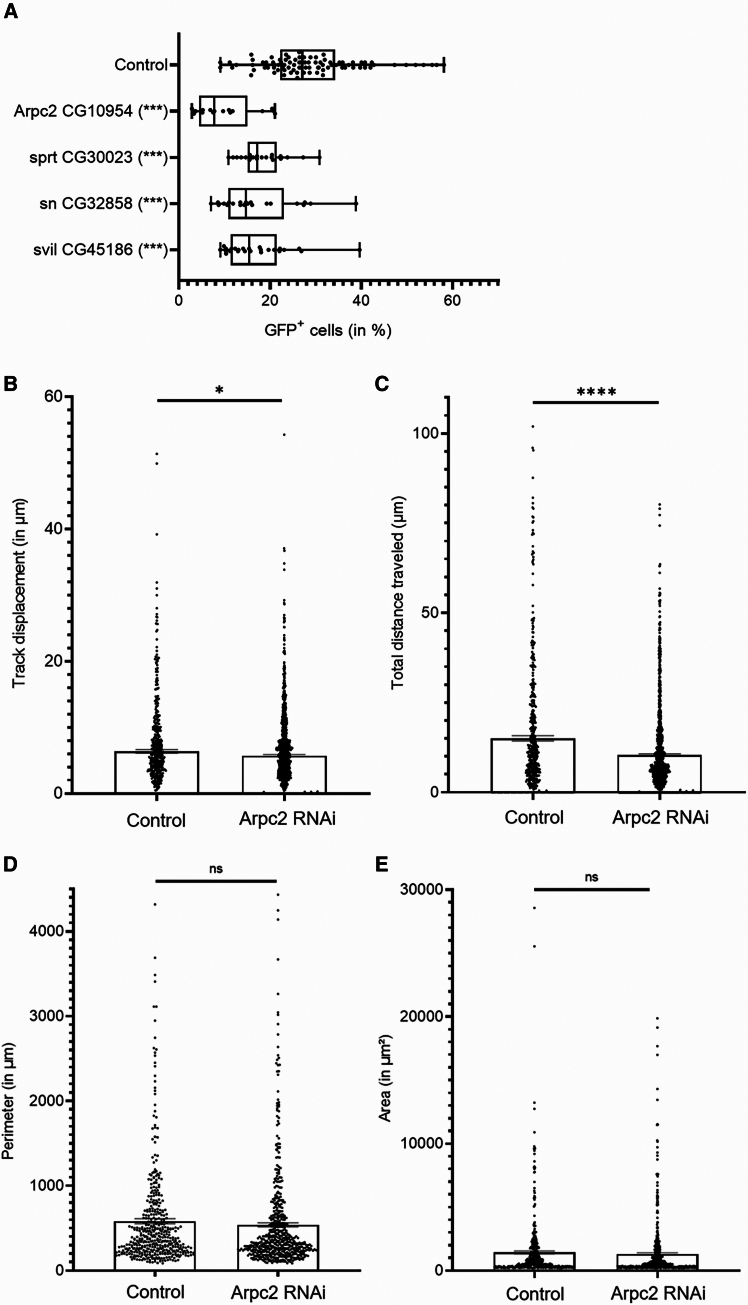
Motility of tumor cells (A) FACS measurement of GFP^+^, tumor cells in 21-dpi midguts expressing RNAi to various motility-related. (B and C) Overnight track analysis of GFP^+^ cells displacement (B) and total distance traveled (C) from tumor cells either control or expressing an RNAi to Arpc2. (D and E) Perimeters (D) and areas (E) of GFP^+^ tumor cells estimated from overnight movies in control and Arpc2-RNAi expressing cells. For FACS measurements (A), each dot is a replicate containing five midguts; box represents the distribution (25%, 50%, and 75% quartiles); *p* values were calculated from a generalized linear model (overdispersed binomial), the control being considered as the intercept of the model. *p* values were corrected for multiple testing by the Holm-Bonferoni method; ∗∗∗ < *p* = 0.001 < ∗∗ < *p* = 0.01 < ∗ < *p* = 0.05 < (ns). For motility (B, C, D, and E), each dot represents displacement of one cell followed for at least 2 h 30 min (i.e., 7 consecutive time points). ∗*p* < 0.05 and ∗∗∗∗*p* < 0.0001; unpaired t test. Data are represented as mean ± SD.

Video S1. Cell displacements in control tumors Overnight live imaging of adult *Drosophila* digestive tract three days past eclosion, which contains tumors expressing the flybow cassette (1 image/22 min; films at 7 fps).

Video S2. Cell displacements in Arpc2 knockdown tumors Overnight live imaging of adult *Drosophila* digestive tract three days past eclosion, which contains tumors expressing the flybow cassette and Arpc2 RNAi (1 image/22 min; films at 7 fps).

## Discussion

In this study, we show that our *Drosophila* tumor model exhibits metabolic changes typically found in mammalian cancers, including the requirements of (1) both lactate metabolism and functional ETCs^32^^,^^33^; (2) an unconventional Pyk^59^; (3) GlyS that catalyzes glycogen synthesis^60^; (4) mitochondrial glutamine consumption, but not OAA synthesis catalyzed by Pcb, to sustain TCA anaplerosis^32^^,^^42^; and (5) enzymes of gluconeogenesis.^61^ Based on these metabolic needs, further experiments provide evidence that despite their identical genetic background, these intestinal tumors comprise cell populations with different metabolic specificities and are always polyclonal.

According to the Crabtree effect,^53^^,^^62^ the dual requirement of lactate metabolism and functional ETCs suggests the presence of different cell populations performing either lactate fermentation or mitochondrial respiration. Since the *Drosophila* genome encodes a unique LDH working in both directions, we cannot determine whether it results in the production of lactate or pyruvate, the latter being possibly consumed via respiratory flux. A study reported strong lactate dependency in lung tumors^63^^,^^64^ and another one that ablation of ETC components in a lung tumor mouse model suppresses tumor growth.^65^ In mammalian tumors, this dual need has been reconsidered and investigated regarding tumor architecture.^32^^,^^33^^,^^66^ Cells close to vessels receive high amounts of oxygen, while those located far away are in severe hypoxic conditions. The latter may produce and secrete lactate, which is taken up by the mitochondria of the former or by host-associated fibroblasts within the tumor microenvironment.^67^ In our tumor model, the strong effects of LDH and ETC knockdowns raise the possibility that LDH is required in both fermenting and respiring cell types since the moderate effects of PFK and Pyk knockdowns suggest that glycolysis is unlikely to sustain both lactate biogenesis and mitochondrial respiration. However, we cannot exclude alternative pathways, as reported for glycolysis in tumor cells *ex vivo*^68^ or direct fructose oxidation bypassing the PFK1-dependent preparatory phase of glycolysis.^69^ Additionally, it has been shown that in hypoxic condition, a glutamine reductive metabolism, via a reverse canonical TCA route, provides citrate for FA biogenesis, independently of ETCs activity.^70^^,^^71^ Importantly, the RNA-seq identification of fermenting and respiring clusters, as well as the unequal mitochondrial staining suggest differential respiration efficiency among tumor cells. Additionally, the knockdown of Bnl—an FGF orthologue required for intestinal tracheal rearrangement^52^—showing no effect on tumor growth indicates that the formation of additional trachea is dispensable. Altogether, these findings strongly support that these tumors comprise distinct cell populations fulfilling either fermenting or respiring functions.

The requirement of transaminases, glutamine metabolism, FA synthesis, and gluconeogenesis support the need for a TCA anaplerotic/cataplerotic axis. In cancer cells, anaplerosis to replenish with TCA intermediates, typically depends on glutamine consumption.^42^^,^^65^ Gluconeogenesis, a cataplerotic pathway resulting in OAA deprivation, recruits PEPCK, FBP, and G6P to bypass irreversible glycolytic reactions. In tumor cells, this pathway does not obligatory result in glucose production as in starved hepatic cells, but may feed glycerol synthesis or PPP.^61^ However, since the knockdown of GPO1—catalyzing glycerol-3P synthesis—had no effect, while the knockdown of only one of the three PPP-related enzymes resulted in a significant tumor growth reduction, we cannot precisely determine the eventual fates of this cataplerotic pathway. Cataplerosis may also work to sustain FA synthesis, via citrate efflux from mitochondria. Interestingly, GDH, ETCs components, and FA synthesis enzyme segregate in the same clusters, suggesting that GDH-dependent anaplerosis compensates for citrate mitochondrial efflux. Importantly, while both FA synthesis and gluconeogenesis are cataplerotic processes, they are unlikely to operate concurrently in the same cells, since the former is activated by glucose excess, while the latter is activated by glucose deprivation.^50^^,^^51^^,^^54^ Consistently, the only PEPCK2-expressing cluster excluded the GDH/ETC/FA synthesis axis. Additionally, lipid accumulation and ACC staining were not uniformly detected in the entire tumor, further supporting a metabolic patchwork architecture.

In the cytoplasm, citrate cleavage to OAA and acetyl-CoA is catabolized by ACLy, acetyl-CoA is carboxylated by ACC in malonyl-CoA, which is used by FASN to build up LCFAs. That ACLy and ACC knockdown strongly suppressed tumor growth whereas, the one of FASN tended, although not significantly, to reduce tumor growth may result from malonyl-CoA levels, which in addition to sustaining LCFA synthesis also inhibits their oxidation.^72^ ACLy or ACC knockdown depletes malonyl-CoA, whereas FASN knockdown likely increases malonyl-CoA amounts, resulting in opposite effects on LCFA β-oxidation. This requirement questions whether the production of LCFA is critical for tumor growth, as proposed for several human cancers.^73^ Here, we found that none of the enzymes potentially involved in TAG and/or phospholipid synthesis are required, possibly because of gene redundancy. Nonetheless, SREBP that regulates phospholipid synthesis,^49^ but not Mondo/Mlx that stimulates FA and TAG synthesis,^50^^,^^51^ is critically required for tumor growth. Therefore, phospholipid synthesis is likely critical for the growth of these tumors to support the great demand for cell membranes.

Based on the Crabtree effect,^31^ our findings indicate that the metabolic pathways operating in our tumor model are unlikely concurrently active in the same cells. The sensor patterns, which vary depending on the targeted metabolite, suggest a complex metabolic-based tumor architecture organized as a discontinuous patchwork of several metabolic subdomains, further supported by the RNA-seq identification of multiple metabolic-specialized clusters. The existence of metabolically active subdomains that cooperate has also been characterized in mammalian cancers.^1^^,^^67^^,^^74^^,^^75^ Importantly, we could never observe monoclonal tumors in our fluorescent cell lineage dataset. However, since we noticed that, in early stages, clones proliferate almost at one division per day, monoclonal tumors should be observed after three weeks. Rather, our experimental-based probabilistic model predicts that tumors derive from several clones ranging from six to twelve founders, an order of magnitude reminiscent of the RNA-seq clustering for each individual tumor. Furthermore, congruent to the association of aerobic-metabolism with metastatic dispersion in mammalian tumor cells,^76^ we also found a higher expression of motility-related genes in respiring clusters. However, even though these tumors are non-metastatic,^77^ genes involved in cell motility are required for tumor growth. Cell motility might be required for founder clones gathering to form a functional tumor. Potentially, founder clones provide complementary cellular functions as visualized by different metabolic specificity soon after tumor induction. The fact that metabolic genes constitute a key parameter to discriminate clusters argue for a link between metabolism and polyclonality, which remains to be formally demonstrated. Nonetheless, it is unlikely that the metabolic specificity of each founder clone persists during tumor progression since the metabolic and lineage architectures differ in the eventual tumor. Deciphering the underlying mechanisms will require further investigations to deeply characterize the cellular functions of founder clones and their dynamics during the tumor formation process.

Our study aligns with experimental models of intestinal tumors. In chimeric mice carrying two distinct tumor-promoting mutations, the statistical occurrence of chimeric tumors supports their non-monoclonal origin as long as initiating clones are in close proximity.^20^ Feeding carcinogens also induced the formation of intestinal tumors of polyclonal origin in mice.^21^ Interestingly, it has been reported that oncogenic transformation is facilitated near a progenitor tumor clone leading to the formation of polyclonal tumors.^27^ The polyclonal architecture of mouse intestinal tumors was also reported both in the early adenoma and late carcinoma stages.^22^ Studies on another mouse intestinal model revealed that colon tumors are monoclonal in origin but eventually assemble in polyclonal tumors, while small intestine tumors are of polyclonal origin.^23^ In *Drosophila*, a seminal study reported that clones in imaginal discs carrying a loss-of-*scribble* mutation together with ectopic expression of the RasV12 oncogene resulted in metastatic tumors.^78^ Strikingly, further investigations revealed that after the somatic recombination generating mutant clones, if one of the daughter cells carries the *scribble* mutation, while the other one expresses RasV12, the resulting couple of cells may progress to an invasive tumor.^79^ Taken together, these studies strengthen the notion that a cancer is made of different cell types that cooperate to favor tumor progression. Therefore, considering the previously described advantage of cell diversity, the probability of cancer initiation must take into account the statistical frequency of primary mutations, the cell division rate of the host tissue, the exposure to mutagen agents, and the advantage of initial diversity for cancer progression.^80^ While tumor growth is defined as the increase in cell mass, cancer progression corresponds to the step-by-step transformation of the cell status. Therefore, the onset of complementary functional interactions between cancer cells, but also with host cells from the microenvironment must be considered as a critical step of cancer progression, irrespective of a monoclonal or polyclonal origin. Understanding these processes that stem on tumor initiation and progression are crucial for establishing appropriate anticancer strategies to each type of cancers.

### Limitations of the study

Here we provide evidence (1) that these intestinal tumors are always polyclonal; (2) that the rate of cell division is not limiting; (3) that the major cell clustering of these tumors is essentially metabolic-based; (4) that metabolic heterogeneity already exists between founder clones; and (5) that cell motility genes are required for tumor growth. Nonetheless, the *Drosophila* genetic approach does not allow for following the metabolic fate of the founder clones to determine whether they are at the origin of the different metabolic clusters within the resulting tumors. These issues should be addressed in future studies investigating the dynamics of the metabolic fates of the founder clones in relation to their motility during the process of tumor progression. Furthermore, to sustain the formation of these obligate polyclonal tumors, numerous clones must be generated simultaneously, raising the question of whether such a tumor clone frequency may spontaneously happen. However, old *Drosophila* flies have been reported to develop—at very low frequency—spontaneous intestinal tumors, for which polyclonality should be investigated.^81^ Alternatively, immortalized clones may persist, being silent over a long period, while additional transformed clones may arise in their vicinity to elicit tumor formation, in particular in long-lived metazoans. In summary, to assess the risk of polyclonal CRC in human, it is critical to evaluate the putative frequency of transformed clones present simultaneously in a given region of the digestive tract, taking into account cell turnover rate, exposure to mutagens, and individual patient genomes.

## Resource availability

### Lead contact

Requests for further information and resources should be directed to and will be fulfilled by the lead contact, Jacques Montagne ().

### Material availability

No reagents and no original *Drosophila* lines have been generated for this study. All the fly strains (Figures 2, 5, and 7) were generated by recombining and/or combining lines from stock centers or from generous gift of A. Casali, I. Salecker, or P.Y. Placais. The recombined *Drosophila* stocks will be kept in our collections for a few months, but their availability also requires the agreement of the owners of the initial lines.

### Data and code availability

• Sequencing data have been deposited at GEO NCBI (https://www.ncbi.nlm.nih.gov/geo/) and are publicly available as of the date of publication with the accession number Series GSE271736.
• All original code has been deposited at Github (https://www.github.com) and is publicly available at https://github.com/Pdelam/Delamotte-et-al.-2024.git as of the date of publication.
• Unprocessed data (microscopy, cytometry files, films, etc.) reported in this paper will be shared by the lead contact upon request.

## Acknowledgments

We wish to thank A. Casali, I. Salecker, and P.Y. Placais for stocks and stimulating discussions; nonprofit funding to J.M. (Fondation ARC contre le Cancer PJA 20181208078 and ARCPJA2022060005236, 10.13039/501100004099French League Against Cancer M27218) and P.D. (fellowships MENRT 2020-110 and French League Against Cancer IP/SC-178135); Céline Hernandez and Delphine Naquin for helpful discussions on RNA-seq analyses; the sequencing and bioinformatics expertise of the I2BC High-throughput sequencing facility, supported by France Génomique (funded by the French National Program “Investissement d’Avenir” ANR-10-INBS-09); and the Imagerie-Gif Core facility for technical assistance (funded by ANR: ANR-11-EQPX-0029/Morphoscope, ANR-10-INBS-04/FranceBioImaging, ANR-11-IDEX-0003-02/Saclay Plant Sciences).

## Author contributions

P.D., M.P., Y.J., and J.M. performed experiments; P.D., A.L.R., and J.M. analyzed the data; P.D., A.L.R., and J.M. wrote the manuscript; J.M. conceived the study and provided financial support.

## Declaration of interests

The authors declare no competing interest.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Polyclonal rabbit Anti ACC	Parvy et al.^43^	N/A
Goat anti-rabbit Alexa 647	Thermo Fisher Scientific	Cat. No. A-21245 RRID: AB_2535813

**Chemicals, peptides, and recombinant proteins**		

Trypsin	PAN BIOTECH	P10-022100
Collagenase type XI	Sigma-Aldrich	Ref. C7657
Hoechst 33342	Thermo Fisher Scientific	Cat. No. H3570
MitoTracker	Thermo Fisher Scientific	ref. M22426
LipidTox	Thermo Fisher Scientific	ref. H34477

**Deposited data**		

Single-cell RNA sequencing results	GEO NCBI (https://www.ncbi.nlm.nih.gov/geo/)	Accession number: Serie GSE271736
ImageJ macro, R scripts and raw data	Github (https://www.github.com)	Accession: https://github.com/Pdelam/Delamotte-et-al.-2024.git

**Experimental models: Organisms/strains**		

*Drosophila melanogaster*, UAS-pH sensor	Mahon et al.^82^	N/A
*Drosophila melanogaster*, UAS-glutathionne sensors	Albrecht et al.^83^	N/A
*Drosophila melanogaster*, UAS-glucose sensor	Miyamoto et al.^84^	N/A
*Drosophila melanogaster*, UAS-pyruvate sensor	Arce-Molina et al.^85^	N/A
*Drosophila melanogaster*, UAS-metabolic sensors	Hudry et al.^86^	N/A
*Drosophila melanogaster*, Flybow	Hadjieconomou et al.^57^	N/A
*Drosophila melanogaster*, Line 1	Martorell et al.^37^	Fly genetics
*Drosophila melanogaster*, Line 2	Martorell et al.^37^	Fly genetics
*D. melanogaster*, RNAi to CG7176 (IDH)	BDSC	41708
*D. melanogaster*, RNAi to CG17725 (pepck1)	BDSC	65087
*D. melanogaster*, RNAi to CG1444 (VLC 3-oxoacyl-CoA reductase)	VDRC^87^	40949
*D. melanogaster*, RNAi to CG1516 (Pyruvate carboxylase)	VDRC	105936
*D. melanogaster*, RNAi to CG1640 (Alanine transaminase)	VDRC	32681
*D. melanogaster*, RNAi to CG1707 (Glyoxalase I)	VDRC	26832
*D. melanogaster*, RNAi to CG1946 (Diacylglycerol acyltransferase)	VDRC	108495
*D. melanogaster*, RNAi to CG2964 (Pyruvate kinase/PK)	VDRC	422933
*D. melanogaster*, RNAi to CG3209 (GPAT4)	VDRC	100728
*D. melanogaster*, RNAi to CG3350 (mlx/bigmax)	VDRC	110630
*D. melanogaster*, RNAi to CG3415 (Mfe2)	VDRC	108880
*D. melanogaster*, RNAi to CG3523 (FASN1)	VDRC	108339
*D. melanogaster*, RNAi to CG3612 (ATPsynthase alpha chain)	VDRC	34664
*D. melanogaster*, RNAi to CG3724 (phosphogluconate DH)	VDRC	100269
*D. melanogaster*, RNAi to CG3861 (knd/Citrate synthase)	VDRC	107642
*D. melanogaster*, RNAi to CG4001 (6-phosphofructokinase)	VDRC	105666
*D. melanogaster*, RNAi to CG4067 (pug/folate metabolism)	VDRC	26384
*D. melanogaster*, RNAi to CG4233 (Got 2)	VDRC	106120
*D. melanogaster*, RNAi to CG4608 (branchless)	VDRC	101377
*D. melanogaster*, RNAi to CG4753 (Agpat4)	VDRC	1730
*D. melanogaster*, RNAi to CG5320 (Glutamine dehydrogenase)	VDRC	109499
*D. melanogaster*, RNAi to CG5362 (Mdh1/Malate DH 1)	VDRC	110604
*D. melanogaster*, RNAi to CG5508 (GPAT1)	VDRC	1316
*D. melanogaster*, RNAi to CG6904 (Glycogen synthase/GlyS)	VDRC	35136
*D. melanogaster*, RNAi to CG7010 (Pyruvate DH)	VDRC	107209
*D. melanogaster*, RNAi to CG7069 (Pyruvate kinase)	VDRC	101116
*D. melanogaster*, RNAi to CG7070 (pyruvate kinase)	VDRC	49533
*D. melanogaster*, RNAi to CG7176 (Isocitrate DH)	VDRC	100554
*D. melanogaster*, RNAi to CG7361 (RFeSP)	VDRC	330703
*D. melanogaster*, RNAi to CG7362 (Pyruvate kinase/PK)	VDRC	104218
*D. melanogaster*, RNAi to CG7433 (γ-aminobutyric acid transaminase)	VDRC	110468
*D. melanogaster*, RNAi to CG7560 (Methylenetetrahydrofolate reductase)	VDRC	103792
*D. melanogaster*, RNAi to CG7998 (Mdh2)	VDRC	101551
*D. melanogaster*, RNAi to CG8256 (Glycerol-3-phosphate DH)	VDRC	110608
*D. melanogaster*, RNAi to CG8322 (ACLY/ATPCL)	VDRC	30282
*D. melanogaster*, RNAi to CG8430 (Got 1)	VDRC	108247
*D. melanogaster*, RNAi to CG8522 (SREBP)	VDRC	37641
*D. melanogaster*, RNAi to CG8657 (diacylglycerol kinase ε)	VDRC	4659
*D. melanogaster*, RNAi to CG8709 (Lipin PAP)	VDRC	107707
*D. melanogaster*, RNAi to CG8808 (Pdk1)	VDRC	37968
*D. melanogaster*, RNAi to CG9244 (mitochondrial aconitase)	VDRC	12455
*D. melanogaster*, RNAi to CG9310 (dHNF4)	VDRC	12692
*D. melanogaster*, RNAi to CG10120 (Malic enzyme)	VDRC	104016
*D. melanogaster*, RNAi to CG10160 (LDH/Imp-L3)	VDRC	110190
*D. melanogaster*, RNAi to CG10924 (pepck2)	VDRC	13929
*D. melanogaster*, RNAi to CG10954 (Arpc2)	VDRC	104396
*D. melanogaster*, RNAi to CG11015 (COX5B)	VDRC	105769
*D. melanogaster*, RNAi to CG 11198(ACC)	VDRC	108631
*D. melanogaster*, RNAi to CG11661 (E1 a-ketoglutarate complex)	VDRC	107713
*D. melanogaster*, RNAi to CG12529 (glucose-6-phosphate DH)	VDRC	101507
*D. melanogaster*, RNAi to CG14740 (Citrate synthase)	VDRC	100676
*D. melanogaster*, RNAi to CG15400 (G6P/Glu6P Phosphatase)	VDRC	330197
*D. melanogaster*, RNAi to CG17246 (Succinate DH)	VDRC	330053
*D. melanogaster*, RNAi to CG17333 (6-phosphogluconolactonase)	VDRC	100734
*D. melanogaster*, RNAi to CG17725 (pepck1)	VDRC	20529
*D. melanogaster*, RNAi to CG17725 (pepck1)	VDRC	50253
*D. melanogaster*, RNAi to CG18362 (ChREBP/mondo)	VDRC	109821
*D. melanogaster*, RNAi to CG18466 (Nm*D. melanogaster*c)	VDRC	110198
*D. melanogaster*, RNAi to CG30023 (Sprite)	VDRC	107873
*D. melanogaster*, RNAi to CG31692 (fbp/Fruct 1–6 Phosphatase)	VDRC	108554
*D. melanogaster*, RNAi to CG32858 (Singed)	VDRC	105747
*D. melanogaster*, RNAi to CG45186 (Supervilin)	VDRC	43583

**Software and algorithms**		

Cytexpert	Beckman Coulter	https://www.beckman.fr/flow-cytometry/
Leica Application Suite X (3.5.6)	Leica Microsystems	http://www.leica-microsystems.com/
Graph Pad Prism	Graph Pad	https://www.graphpad.com/
Microsoft Excel	Microsoft	https://products.office.com/en-gb/excel
ImageJ	National Institute of Health	https://products.office.com/en-gb/excel
R v 4.1	The R Project	https://www.r-project.org/

**Other**		

Leica inverted DMi 6000	Leica Microsystems	http://www.leica-microsystems.com/
CytoFLEX S	Beckman Coulter	https://www.beckman.fr/flow-cytometry/
NextSeq 2000 Instrument	Illumina	https://www.illumina.com/

### Experimental model

#### Fly genetics and husbandry

To generate tumors, *yw,HS-flp*; *esg-gal4*,*UAS-GFP*; *FRT82B*,*Tub-Gal80* (Line 1) and *yw,HS-flp*; *UAS-Ras*^*V12*^; *FRT82B*,*Apc2*^*N175K*^*,Apc*^*Q8*^ (Line 2)^37^ were crossed together. For knockdowns and metabolic investigations in tumors RNAi lines and UAS-driven metabolic sensors were recombined with the second chromosome carrying *UAS-Ras*^*V12*^. For cell lineage the *UAS-GFP* was replaced by the flybow cassette and the HS-mflp5 transgene was recombined with the *yw,HS-flp* transgene. Flies were maintained on our standard media.^40^ Following reviewer’s request, we have included a genetic and physiological section concerning the *Drosophila* model in the supplemental information (Methods S1).

### Method details

#### Flow cytometry

Experiments were performed on both male and female flies, which were collected and put together, with 30–40 flies per vial. Tumor induction was performed by a 1 h 15 min heat-shock on 2–3 days newly emerged adult flies. Flies kept on standard medium at 25°C were transferred in new vials three times a week; at 21 dpi, tumor growth was measured by cytometry as previously described.^38^^,^^39^ For each measurement, 5 midguts (with their Malpighian tubules) of either male or female flies were put together, and a genotype was considered complete after 10 measurements of males and females.

#### Single-cell RNAseq

Tumorous flies were heat-shocked at 37°C for 2-h 2–3 days after adult eclosion. At least 21-dpi flies were selected based on GFP fluorescence through the abdomens. Tumors were dissected on ice in 1X Ringer buffer, rinsed twice in ice-cold 1X Ringer baths, and the extracellular matrix was digested by gentle pipetting for 3–5 min with 20μL 5X Trypsin (PAN BIOTECH P10-022100) twice diluted. Efficient digestion was promptly checked under a fluorescent dissecting microscope. Consequently, for each sample, 1X Ringer buffer was added up to 1.5 mL and each tube was filtered through 30μm filters (Sysmex CellTrics). Tubes were centrifuged for 4 min at 1000G, at 4°C; 1 mL of supernatant was discarded and the same volume of fresh 1X Ringer buffer was added. A second centrifugation (4 min, 1000G, 4°C) was done, and after careful supernatant removal, pellets were gently resuspended in 30μL 1X Ringer buffer for sequencing. The whole sample preparation procedure did not exceed 20 min. Cell suspension was loaded into the Chromium Controller using a Chromium Next GEM Single Cell 3′ v3.1 kit (10x Genomics) to generate a droplet emulsion. cDNA was purified and libraries were prepared, according to the manufacturer’s recommendations. Single-cell libraries were sequenced on a NextSeq 2000 Instrument (Illumina) using a P2-100 cycles kit. FastQ files were analyzed using the Cell Ranger software (10X Genomics, version 6.0.1), including alignment, filtering and quantitation of reads on the *Drosophila* genome r6.42 and generation of feature-barcode matrices. **All the sequencing libraries obtained are available on GEO NCBI (**https://www.ncbi.nlm.nih.gov/geo/) **to** **GSE271736**.

We used the Seurat R pipeline^88^ for sample quality control and analysis. The R script used to evaluate sample quality, generate clusters, UMAPs, heatmaps, and GO analysis is available at: https://github.com/Pdelam/Delamotte-et-al.-2024.git.

#### Live imaging

Images were acquired with a Leica inverted DMi 6000 (**lasers** 405 nm diode (Leica, 50 mW), a 440 nm pulsed diode LDH-P-C-440 B (0.8 à 4.0 mW @40MHz) (Picoquant) and a white light laser 2 (80 MHz, from 470 to 670 nm) + pulse-picker. The software used for acquisition was Leica Application Suite X (3.5.6), and images were processed using ImageJ. Laser parameters and gating settings are detailed in Table below.

**Table:** 

	Channels								Analysis
Usage	Ch1 λexc	Ch1 λem	Ch2 λexc	Ch2 λem	Ch3 λexc	Ch3 λem	Ch4 λexc	Ch4 λem	
Flybow	585	595; 701	515	525; 550	440	451; 480	490	500; 512	Channel merge; regular fluorescence, brightness/contrast adjust if necessary
mcd8-GFP	488	500; 550	NA	NA	NA	NA	NA	NA	Regular fluorescence, brightness/contrast adjust if necessary
pHluorinSE	405	500; 550	485	500; 550	NA	NA	NA	NA	Threshold, channel1/channel2, LUT
mito glutathione	405	500; 550	488	500; 550	NA	NA	NA	NA	Threshold, channel2/channel1, LUT
cyto glutathione	405	500; 550	488	500; 550	NA	NA	NA	NA	Threshold, channel2/channel1, LUT
P-glu	440	460; 510	512	525; 650	440	525; 650	NA	NA	Threshold, channel2/channel1, LUT
pyronic	440	460; 510	512	525; 600	440	525; 600	NA	NA	Threshold, channel2/channel1, LUT
laconic	440	460; 510	512	525; 600	440	525; 600	NA	NA	Threshold, channel2/channel1, LUT
CIT8	440	460; 510	512	525; 650	440	525; 650	NA	NA	Threshold, channel2/channel1, LUT
MitoTracker	405	420; 500	488	498; 570	640	650; 790	NA	NA	Regular fluorescence, brightness/contrast adjust if necessary
LipidTOX	405	420; 500	488	498; 570	640	650; 790	NA	NA	Regular fluorescence, brightness/contrast adjust if necessary
ACC	405	415; 461	488	498; 570	568	610; 790	NA	NA	Regular fluorescence, brightness/contrast adjust if necessary

For live-imaging, 5–7 digestive tracts were aligned on an ibidi dish as detailed.^89^ Slight adjustments of this live-imging protocol were made: instead of setting midguts on agar pads, 7 midguts were centered on the ibidi dish, aligned next to each other, and embedded in 0.5% low-melting agar to facilitate imaging. Additionally, for overnight imaging, ibidi dishes were filled with complete culture medium reaching the upper rim of the dish and a wet Kimtech tissue was stuck on the upper lid of the dish to prevent liquid evaporation. For sensor monitoring, whole experimental fields were acquired at 20X by a 20 image-mosaic with a 5–8 z stack. For sensor analysis, raw images were i) converted to a macro-compatible format, ii) converted to a 32-bit format, and iii) stacked, and an automatic threshold was applied. Depending on the sensor, the resulting image was calculated by dividing the appropriate channels, and for visuals, a 5-ramp LUT and scales were applied. Raw and processed images are available on demand, and macro scripts are available at: https://github.com/Pdelam/Delamotte-et-al.-2024.git. For motility experiments, we monitored overnight tumor cell movements from *ex vivo* midgut tracts according to the long-live imaging technique.^89^ Ibidi dishes were placed overnight into a live-imaging chamber (25°C, 90% humidity, 0.1% CO2) and 20 image-mosaics were acquired with 5–7 Z-stacks every 20 min. We compared flybow tumorous cell movements using the TrackMate extension on Fiji.^90^

#### Immunostaining

For ACC immunostaining, digestive tracts were dissected in ice-cold PBS 1X buffer, placed in glass cups, fixed for 20 min at room temperature in a 4% paraformaldehyde (Electron Microscopy Sciences Catalog no.:15710) solution, rinsed for 10 min in 1X PBS, rinsed for 10 min in PBT (1X PBS, 0.1% Triton X-100) and saturated for 30 min in PBT with 2% bovine serum albumin; all at room temperature. Samples were incubated overnight at 4°C with the ACC primary antibody^43^ at 1:1000 in PBT. Samples were then rinsed three times in PBT for 10 min at room temperature before being incubated with a secondary antibody for two hours at room temperature. Tissues were rinsed in PBT for 10 min and incubated with DAPI at 1:500 for 30 min at room temperature. Finally, the samples were rinsed twice in 1X PBS and mounted in VECTASHIELD PLUS (ref. H-1900).

#### Other stainings

For neutral lipid staining, samples were dissected on ice and fixed as for immunostainings. After three 10-min washes in 1X PBS at room temperature, samples were incubated with LipidTox (ref. H34477) at 1:500 and DAPI at 1:500 at 4°C overnight. Subsequently, tissues were rinsed three times in 1X PBS and mounted in VECTASHIELD PLUS.

For mitochondria staining, samples were dissected and rinsed in 1X PBS buffer before being incubated in the staining solution [in 1X PBS, MitoTracker deep red (ref. M22426) at 1:10000, Hoechst 33342 at 2μg/mL] for 1 h at room temperature. Tissues were then rinsed two times in 1X PBS before being immediately mounted in 1X PBS and imaged.

### Quantification and statistical analysis

For cytometry, data consisted in the total cell count (average, 5474; SD, 2067) and the GFP cell count (average, 1379; SD, 1983) for 1778 samples (69 samples for the control, 29.0 ± 7.1 samples for 59 RNAi lines). Statistical differences with the control were assessed by a GLM using R version 4.1,^91^ considering that the proportion of GFP cells followed an overdispersed binomial distribution (“quasibinomial” family), the estimate of the dispersion parameter was 509.8. *p*-values were corrected for multiple testing using the method by.^92^ Effects of motility gene knockdowns were tested with the same statistical framework (quasibinomial GLM from GFP vs. all cells), from 102 samples (42 control). The dispersion parameter was 137, and *p*-values were also corrected for multiple testing.

For polyclonality, the flybow cassette was induced by heat-shocks of 30, 60, or 120 min, and the clone diversity was assessed at early (≤5-dpi) and long (≥20-dpi) times. Images were split into “tumor” and “clones” categories, “clones” serving as controls, for a total of 12 datasets. The recorded data consists in the number of images falling in 15 categories corresponding to all combinations of four colors: 4 categories with single colors (labeled G for “green”, R for “red”, Y for “yellow”, and B for “blue”), 6 categories with 2 colors (GR, GY, GB, RY, RB, and YB), 4 categories with 3 colors (GRY, GRB, GYB, RYB), and a single four-color category (GRYB). The data describing a combination of factors (for instance, tumors for 30-min heat-shock and long time) was thus a vector of size 15: **n**_30m,long,Tum_ = {n_G_, n_R_, …, n_GRYB_}.

The objective of the statistical treatment was to estimate the mean number of clones μ in each treatment, from the distribution of the observations **n**. This also required to estimate the frequency of induction of the four colors **p** = {p_G_, p_R_, p_Y_, p_B_}, which may vary according to the experimental conditions. Estimation of parameters **θ** = {μ, **p**} was performed by finding the values of these parameters that maximized the likelihood of observing **n**, assuming that the colors were induced independently in the different clones.

More precisely, the likelihood L(**θ** |**n**) = Prob(**n** |**θ**) = M(**n**, **F**(**θ**) ), where M stands for the multinomial probability of observing **n** counts in the 15 categories given the 15 theoretical frequencies:

$$F\;\left(\mu ,p\right)=\left[1/\left(1-P\left(0,\mu \right)\right)\right]\sum_{k>0}P\left(k,\mu \right)\;f\left(p,k\right)\text{,}$$

where P(k, μ) = μ^k^ e^−μ^/k! is the probability of observing k clones in an image when the average number of clones is μ, assuming a Poisson distribution. Note that frequencies had to be corrected by a factor 1/(1-P(0, μ)] since images without clones were discarded from the analysis. **f**(**p**, k) is the vector of probabilities for all color categories, which was determined by enumerating all combinations. For instance, f_G_(k) = p_G_^k^ (all k clones need to be green), f_GR_(k) = C_1,k-1_p_G_p_R_^k−1^ + C_2,k-2_p_G_^2^p_R_^k−2^ …, where C_a, b, c, d_ are multinomial coefficients.

In practice, the likelihood was maximized with the mle routine from the stats4 package in R v 4.1, 95% confidence intervals were estimated by profiling the likelihood function (confint.mle). Parameters were transformed for the fitting procedure (log transformation for μ, logistic transformation for the three first elements of **p**, the last one being deduced as p_B_ = 1 - p_G_ - p_R_ - p_Y_), and back-transformed to their original scale for the rest of the analysis.

# Supplementary material for: Polyclonality and metabolic heterogeneity in a colorectal tumor model
**Source:** iScience. 2025 Jul 10;28(8):113090. doi: 10.1016/j.isci.2025.113090
**Supplement:** Document S1. Figures S1–S18, and Methods S1

**Supplemental information**

**Polyclonality and metabolic heterogeneity  
in a colorectal tumor model**

**Pierre Delamotte, Mickael Poidevin, Yan Jaszczyszyn, Arnaud Le Rouzic, and Jacques Montagne**

| Sample name       | Sample content      | Final cell count |
|-------------------|---------------------|------------------|
| T <sub>ind1</sub> | 1*22-day old tumor  | 2273             |
| T <sub>ind2</sub> | 1*22-day old tumor  | 1026             |
| T <sub>ind3</sub> | 1*27-day old tumor  | 717              |
| T <sub>ind4</sub> | 1*22-day old tumor  | 1097             |
| T <sub>ind5</sub> | 1*21-day old tumor  | 903              |
| T <sub>ind6</sub> | 1*21-day old tumor  | 493              |
| T <sub>grp</sub>  | 6*21-day old tumors | 3405             |

**Fig. S1: Samples used for single-cell RNAseq.** The column sample content indicates the number of tumors included in each sample and their age. The number of cells recovered for RNAseq is indicated in the final column.

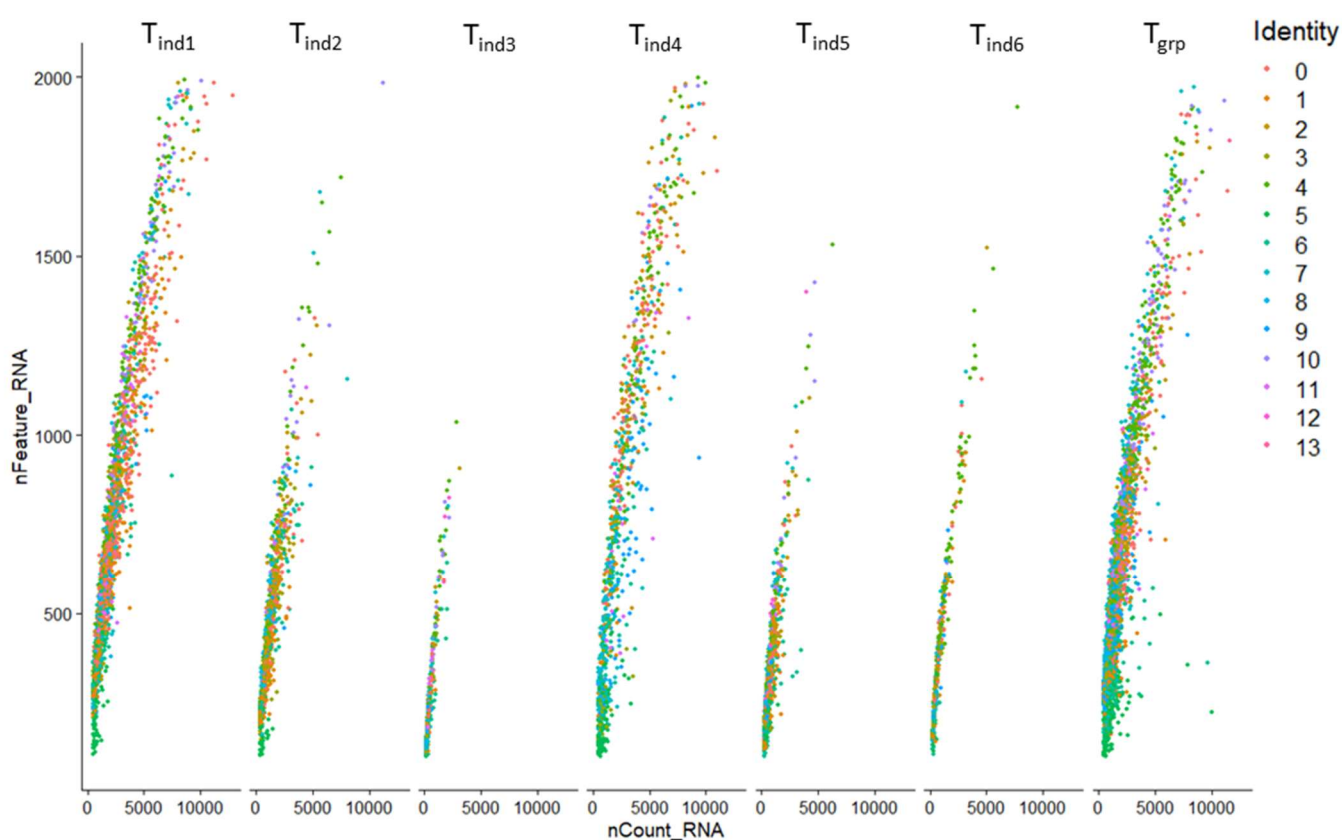

**Fig. S2: Genomic cell signature of single-cell RNAseq samples.** mRNA nFeature contents for each sample. The distributions do not reveal cluster bias.

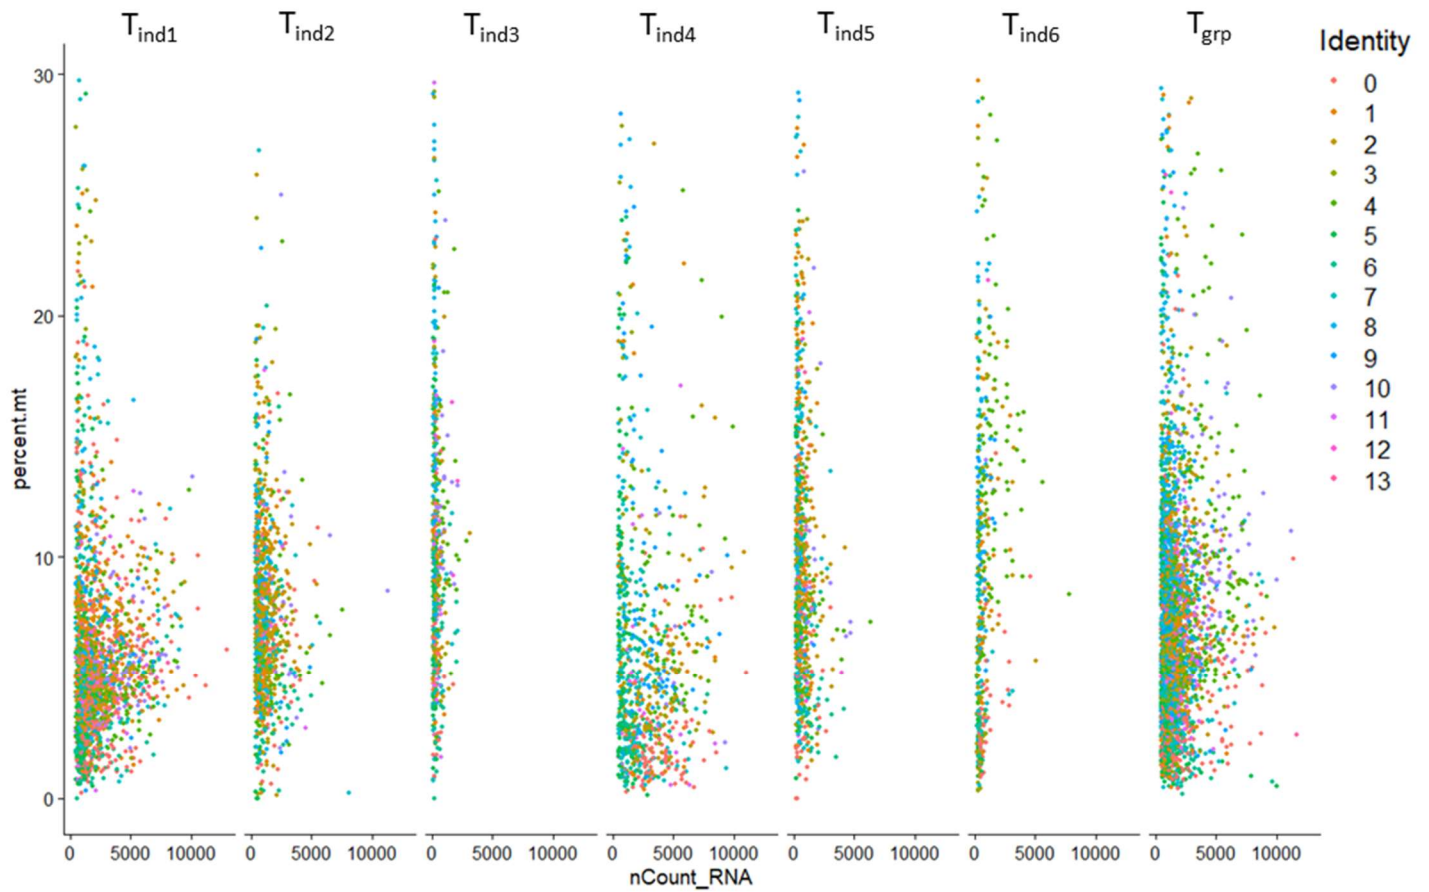

**Fig. S3: Quality control of single-cell RNAseq samples.** Mitochondrial RNA contents for each sample. Cells for which the value was above 15% were discarded. The distributions do not reveal a dead-cell cluster.

| Cluster | T <sub>ind1</sub> | T <sub>ind2</sub> | T <sub>ind3</sub> | T <sub>ind4</sub> | T <sub>ind5</sub> | T <sub>ind6</sub> | T <sub>grp</sub> |
|---------|-------------------|-------------------|-------------------|-------------------|-------------------|-------------------|------------------|
| 0       | 479               | 84                | 45                | 105               | 70                | 41                | 430              |
| 1       | 208               | 227               | 72                | 99                | 122               | 81                | 265              |
| 2       | 224               | 156               | 46                | 64                | 72                | 37                | 357              |
| 3       | 224               | 107               | 64                | 118               | 95                | 31                | 242              |
| 4       | 109               | 46                | 49                | 107               | 57                | 38                | 356              |
| 5       | 193               | 125               | 24                | 41                | 92                | 37                | 155              |
| 6       | 124               | 41                | 34                | 75                | 36                | 5                 | 289              |
| 7       | 63                | 27                | 18                | 86                | 20                | 24                | 322              |
| 8       | 98                | 28                | 35                | 21                | 52                | 52                | 199              |
| 9       | 131               | 47                | 21                | 50                | 31                | 33                | 154              |
| 10      | 123               | 52                | 38                | 24                | 33                | 4                 | 176              |
| 11      | 151               | 25                | 27                | 38                | 14                | 5                 | 135              |
| 12      | 0                 | 2                 | 6                 | 0                 | 7                 | 1                 | 30               |
| 13      | 5                 | 0                 | 0                 | 0                 | 0                 | 0                 | 11               |

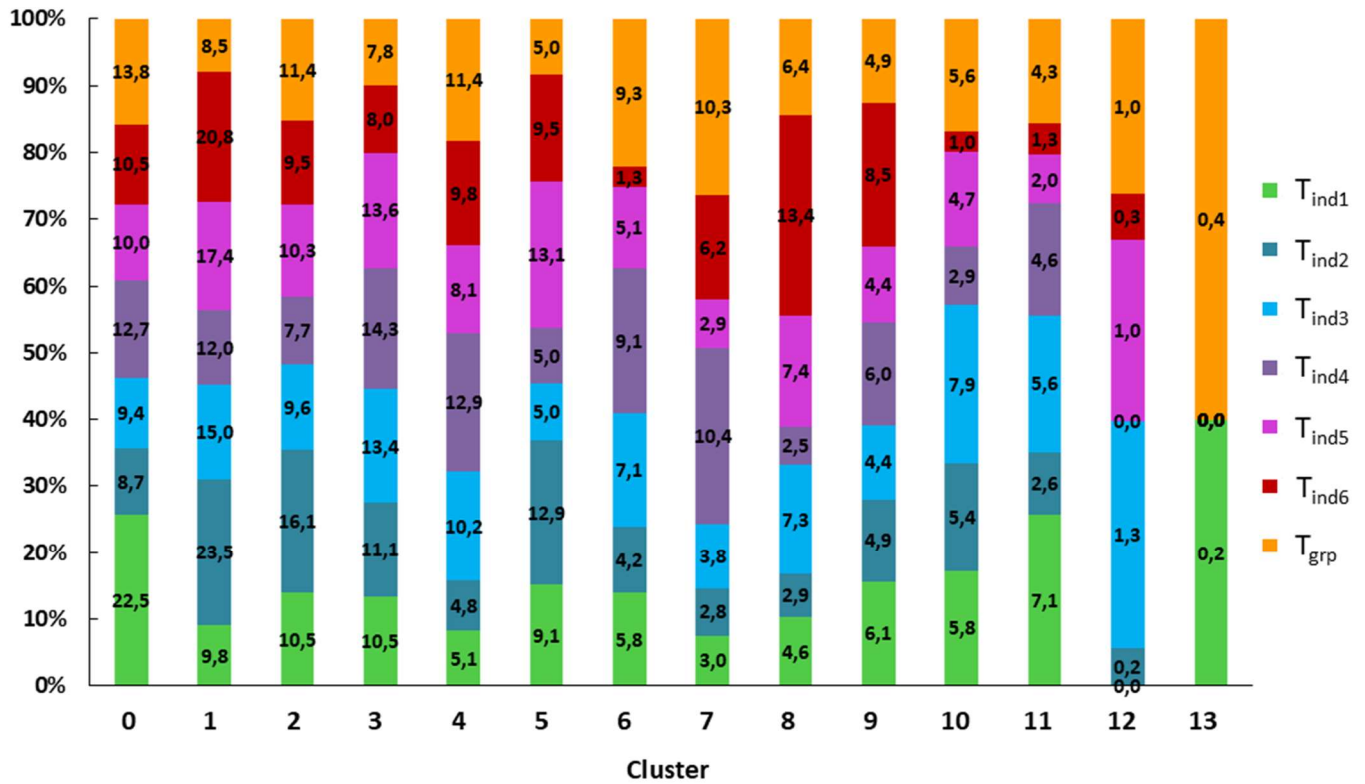

**Fig. S4: Tumor cell distribution within clusters.** Cell counts in each cluster for each sample (top) and the contribution of each sample for each cluster showing that all individual tumors contain at least clusters 0 to 11 (bottom).

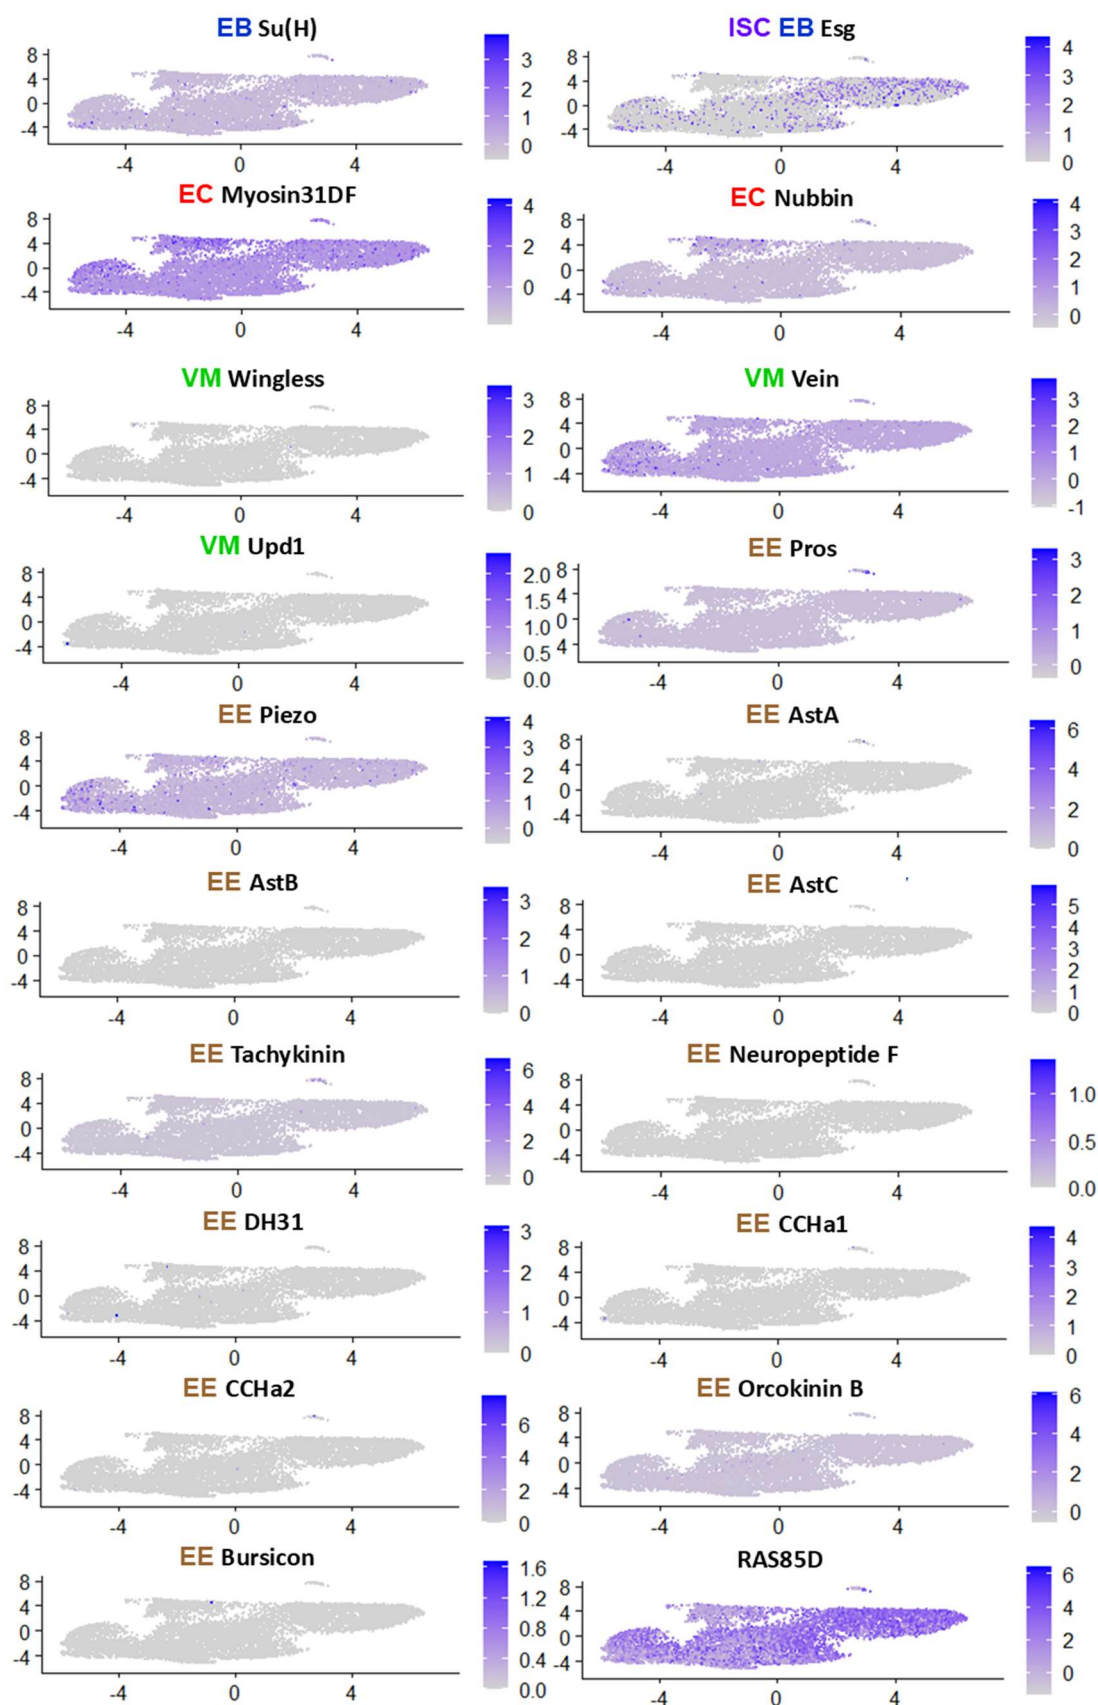

**Fig. S5: Intestinal cell markers.** Feature-plots from single-cell RNAseq pool based on intestinal cell markers <sup>1</sup>: intestinal stem cell (ISC), enteroblast (EB), enterocyte (EC), enteroendocrine (EE) and visceral muscles (VM).

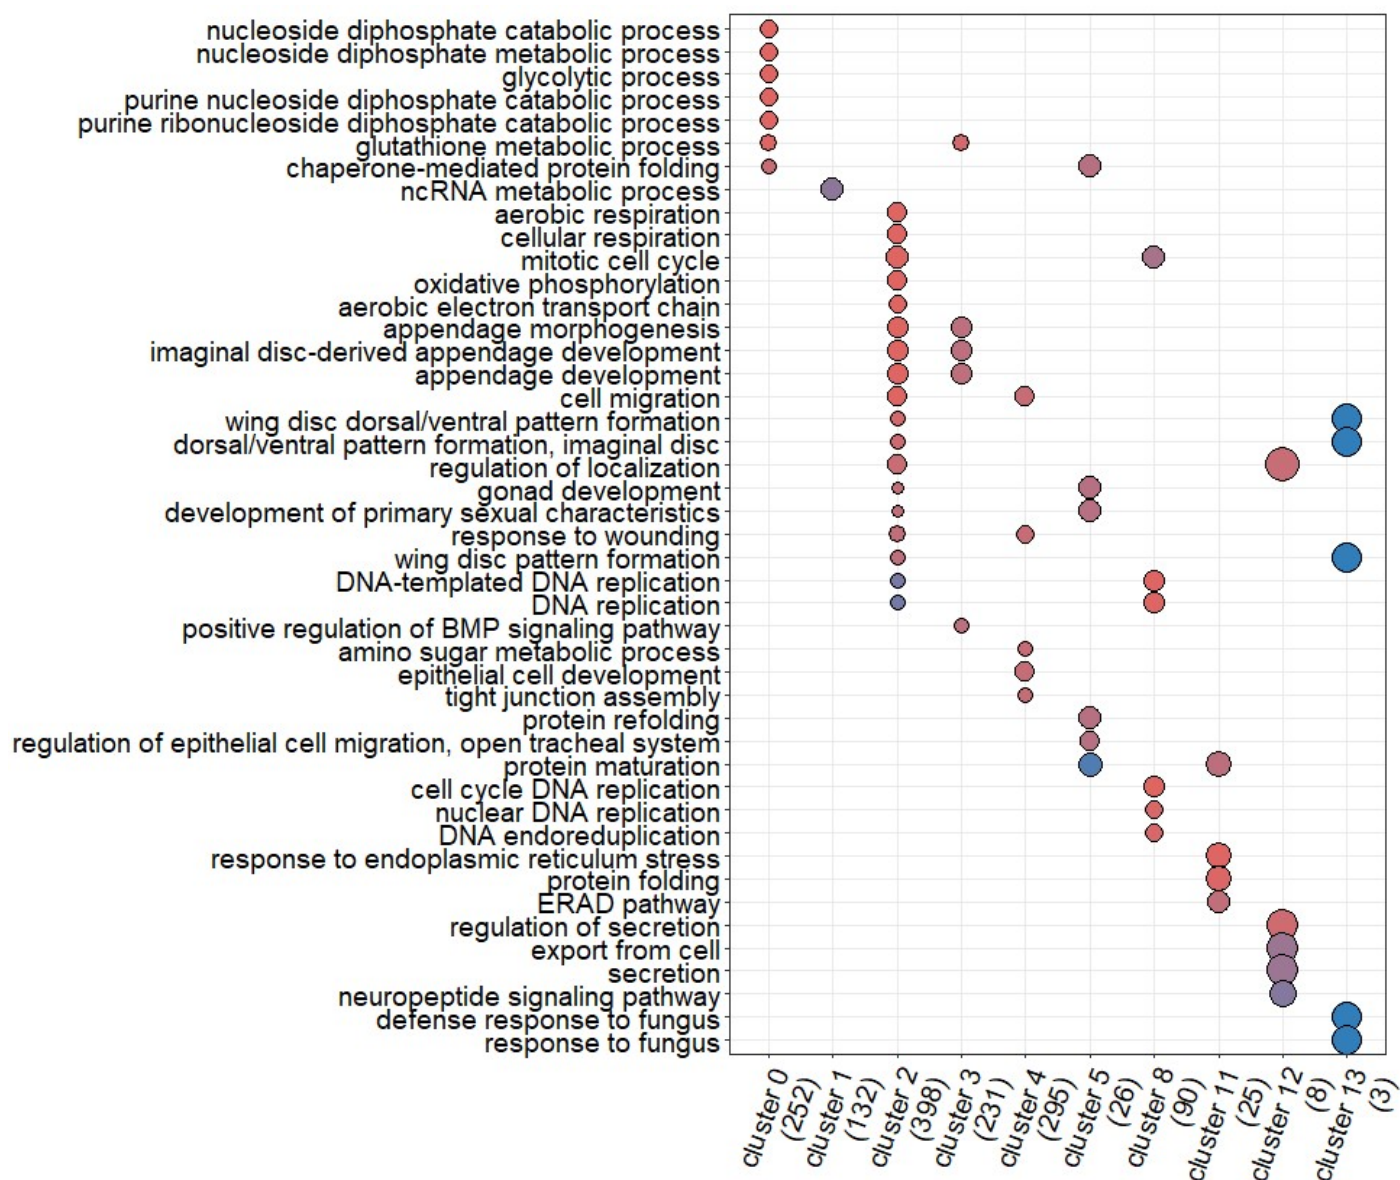

**Fig. S6: Gene ontology.** Analysis from single-cell RNAseq pool for biological processes.

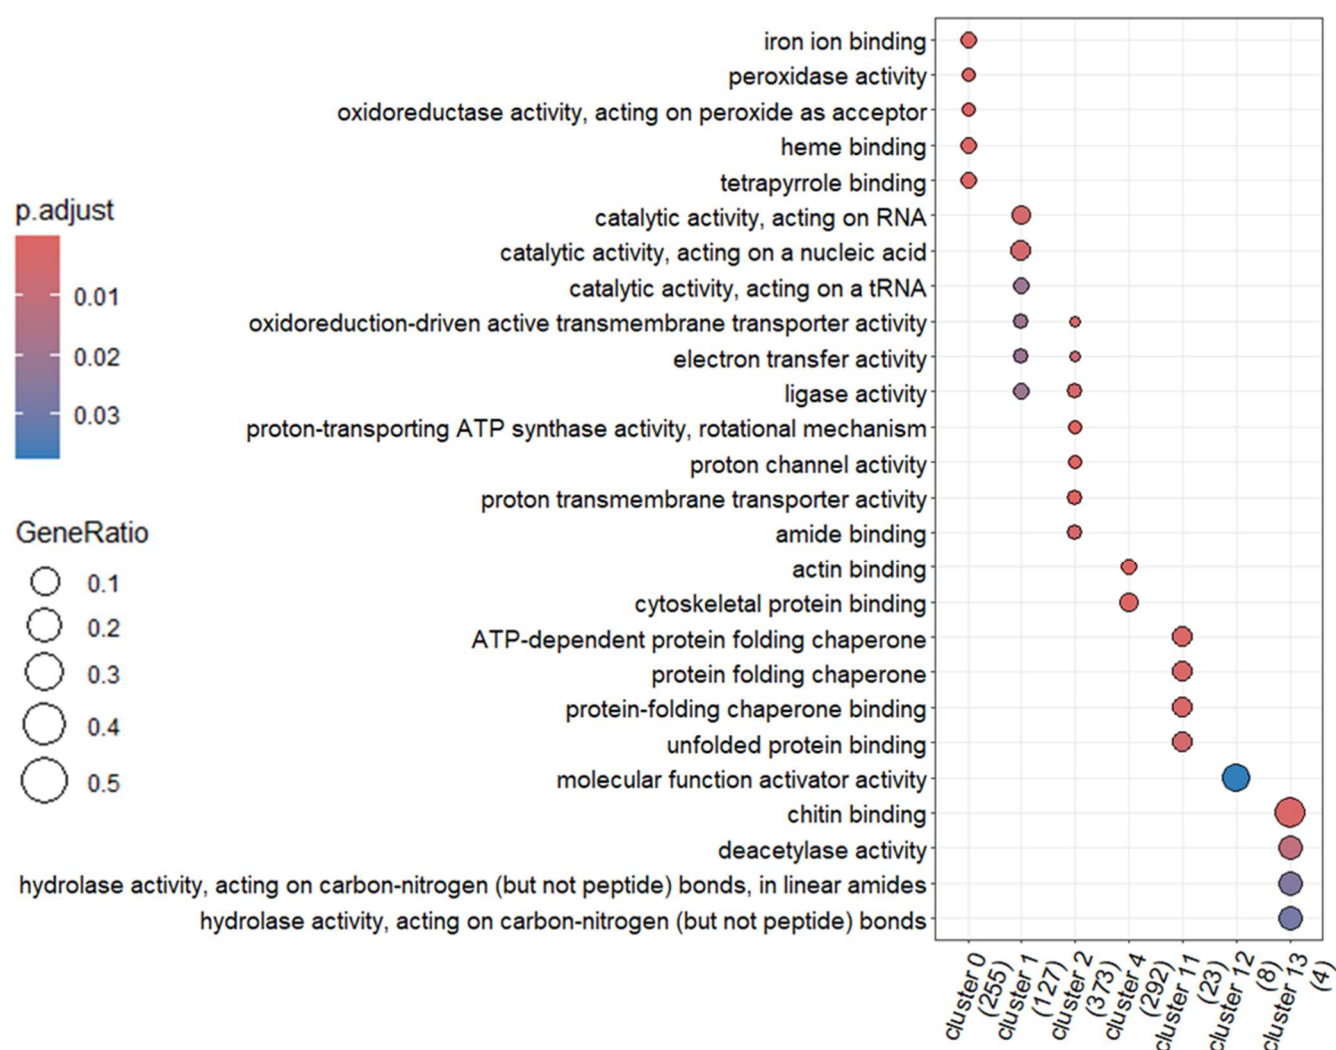

**Fig. S7: Gene ontology.** Analysis from single-cell RNAseq pool for molecular functions.

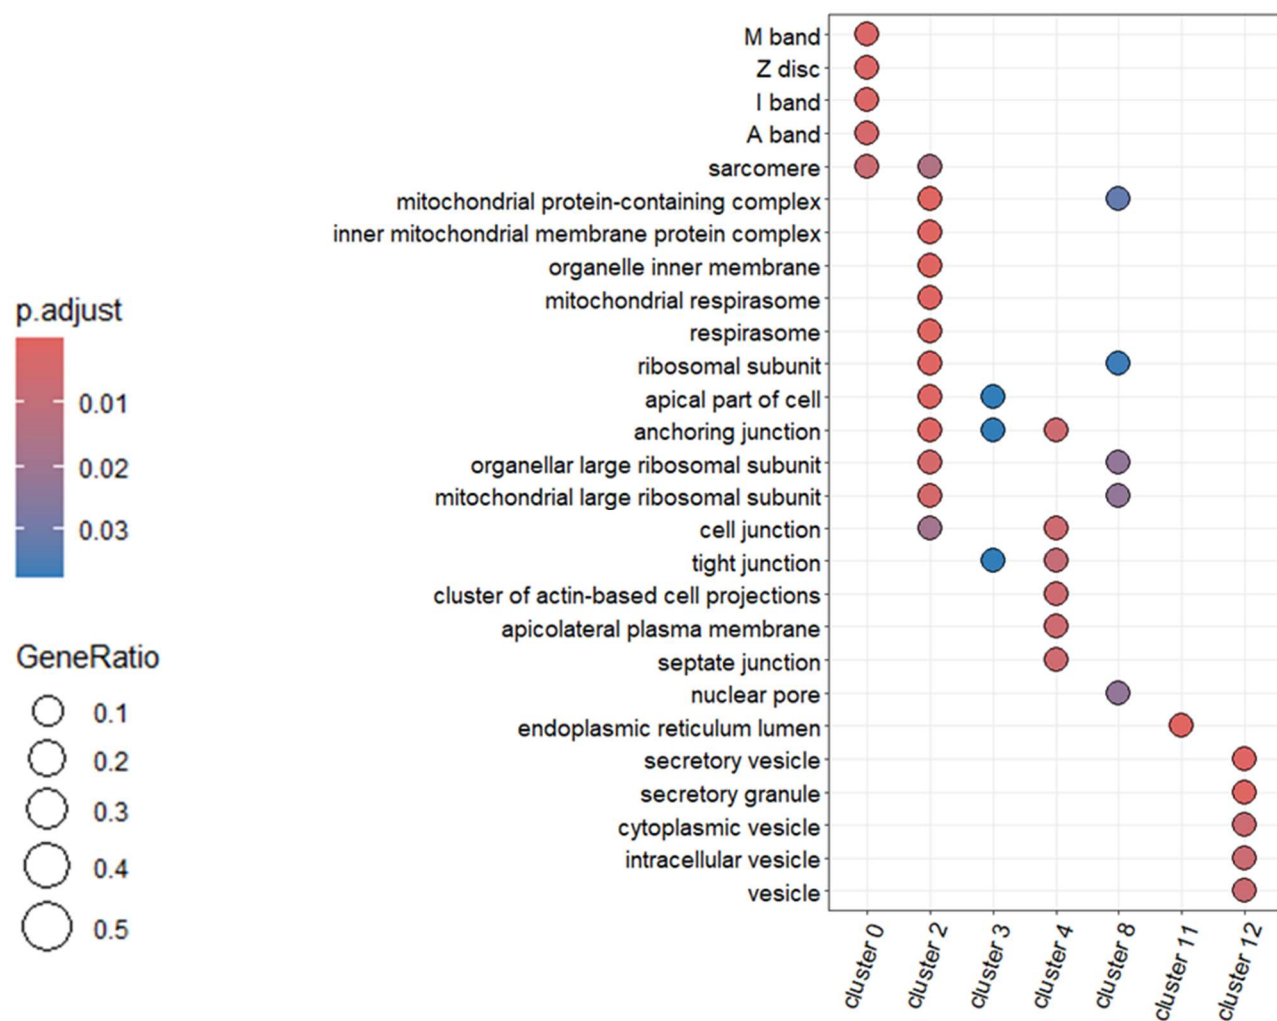

**Fig. S8: Gene ontology.** Analysis from single-cell RNAseq pool based on the five best hits for each cluster.

| Cluster   | ID         | Description                                                   | GeneRatio |
|-----------|------------|---------------------------------------------------------------|-----------|
| cluster 0 | GO:0019752 | carboxylic acid metabolic process                             | 21/252    |
| cluster 0 | GO:0043436 | oxoacid metabolic process                                     | 21/252    |
| cluster 0 | GO:0005975 | carbohydrate metabolic process                                | 19/252    |
| cluster 0 | GO:0044255 | cellular lipid metabolic process                              | 18/252    |
| cluster 0 | GO:0032787 | monocarboxylic acid metabolic process                         | 18/252    |
| cluster 0 | GO:0006753 | nucleoside phosphate metabolic process                        | 17/252    |
| cluster 0 | GO:0009117 | nucleotide metabolic process                                  | 16/252    |
| cluster 0 | GO:0044270 | cellular nitrogen compound catabolic process                  | 14/252    |
| cluster 0 | GO:1901136 | carbohydrate derivative catabolic process                     | 13/252    |
| cluster 0 | GO:0005996 | monosaccharide metabolic process                              | 13/252    |
| cluster 2 | GO:0048870 | cell motility                                                 | 30/398    |
| cluster 2 | GO:0016477 | cell migration                                                | 28/398    |
| cluster 2 | GO:0015980 | energy derivation by oxidation of organic compounds           | 28/398    |
| cluster 2 | GO:0009060 | aerobic respiration                                           | 27/398    |
| cluster 2 | GO:0045333 | cellular respiration                                          | 27/398    |
| cluster 2 | GO:0030036 | actin cytoskeleton organization                               | 25/398    |
| cluster 2 | GO:0030029 | actin filament-based process                                  | 25/398    |
| cluster 2 | GO:0006753 | nucleoside phosphate metabolic process                        | 25/398    |
| cluster 2 | GO:0009117 | nucleotide metabolic process                                  | 25/398    |
| cluster 2 | GO:0006119 | oxidative phosphorylation                                     | 23/398    |
| cluster 3 | GO:0006575 | cellular modified amino acid metabolic process                | 9/231     |
| cluster 3 | GO:0006749 | glutathione metabolic process                                 | 8/231     |
| cluster 4 | GO:0016477 | cell migration                                                | 22/295    |
| cluster 4 | GO:0048870 | cell motility                                                 | 22/295    |
| cluster 4 | GO:0044255 | cellular lipid metabolic process                              | 22/295    |
| cluster 4 | GO:0007015 | actin filament organization                                   | 13/295    |
| cluster 4 | GO:0006040 | amino sugar metabolic process                                 | 7/295     |
| cluster 4 | GO:0006022 | aminoglycan metabolic process                                 | 7/295     |
| cluster 4 | GO:0045010 | actin nucleation                                              | 5/295     |
| cluster 4 | GO:1901071 | glucosamine-containing compound metabolic process             | 5/295     |
| cluster 4 | GO:0034314 | Arp2/3 complex-mediated actin nucleation                      | 4/295     |
| cluster 5 | GO:2000274 | regulation of epithelial cell migration, open tracheal system | 2/26      |

**Fig. S9: Gene ontology.** Detail of 10 best metabolic and motility hits from biological processes.

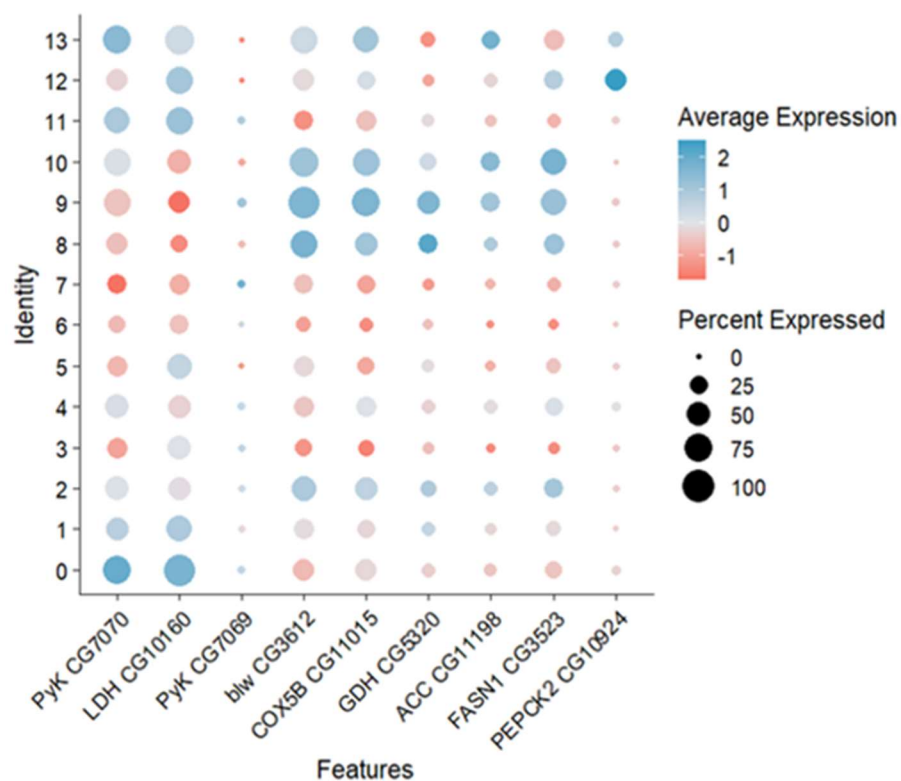

**Fig. S11: Cluster segregation of a few metabolic genes.** A selection of metabolic genes screened for their requirement in tumor growth (Fig. 2) exhibits cluster-specific segregation.

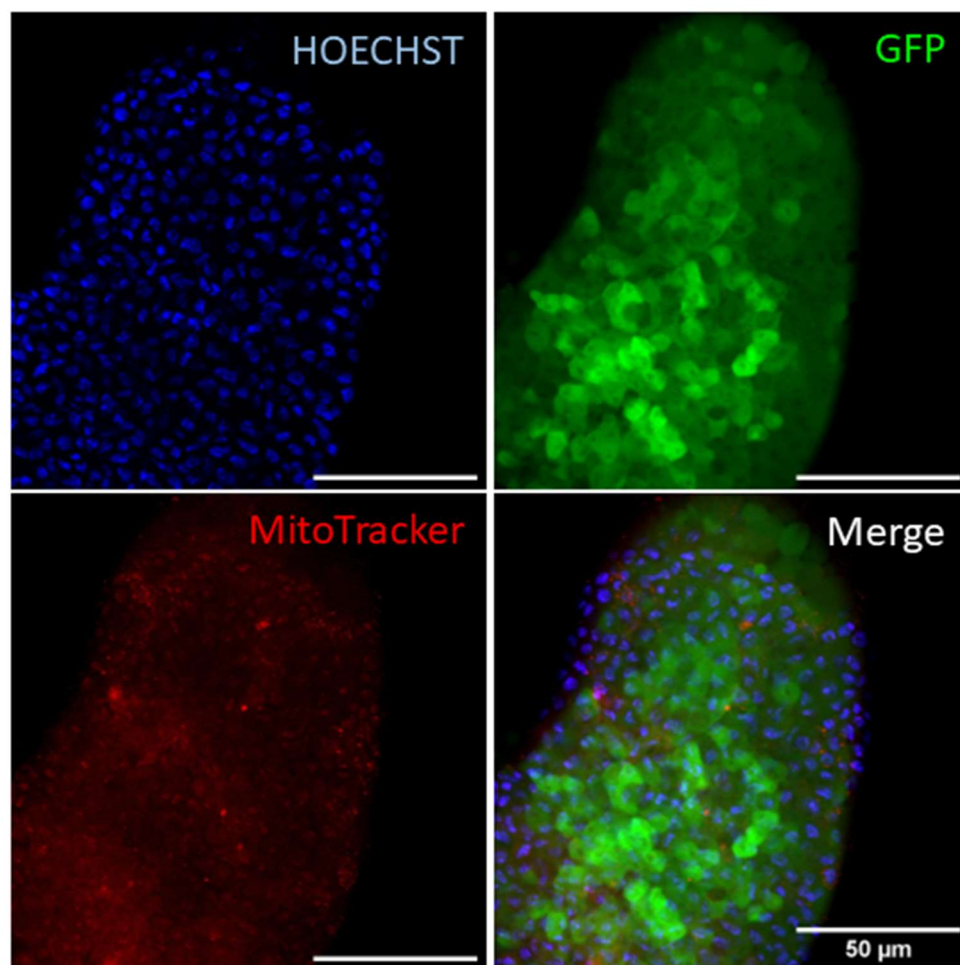

**Fig. S12. Mitochondrial staining heterogeneity in tumors.** Nuclear staining (HOECHST), GFP-labelled tumor (GFP), mitochondria (MitoTracker) and merged image (Merge).

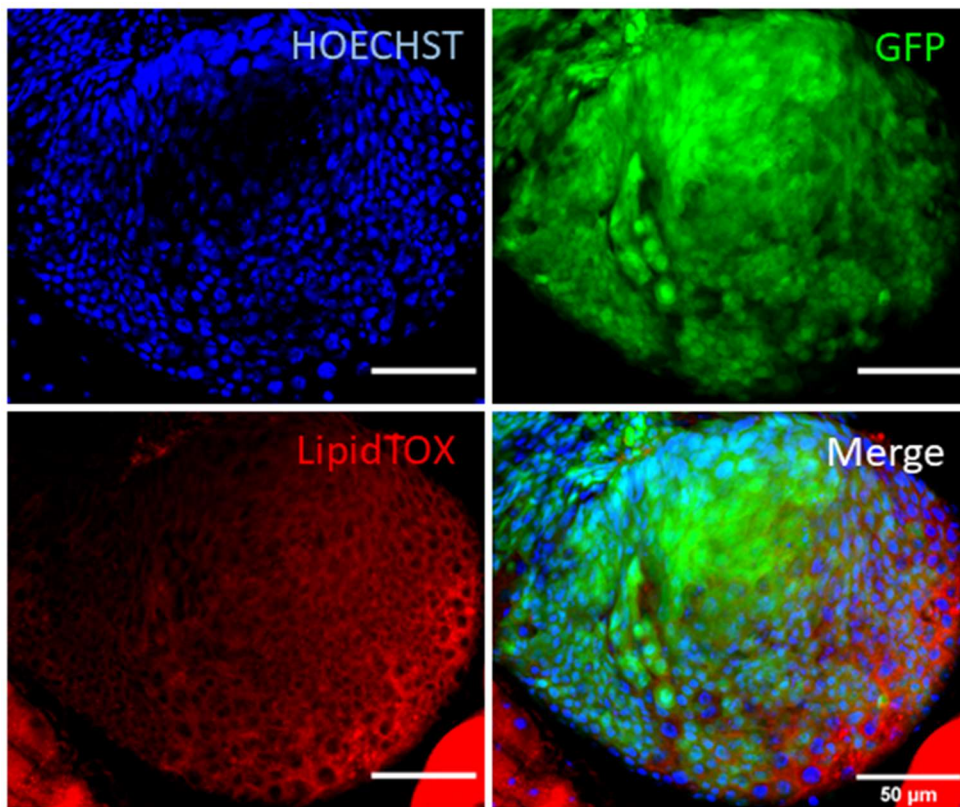

**Fig. S13. Lipid content heterogeneity in tumors.** Nuclear staining (HOECHST), GFP-labelled tumor (GFP), lipids (LipidTOX) and merged image (Merge).

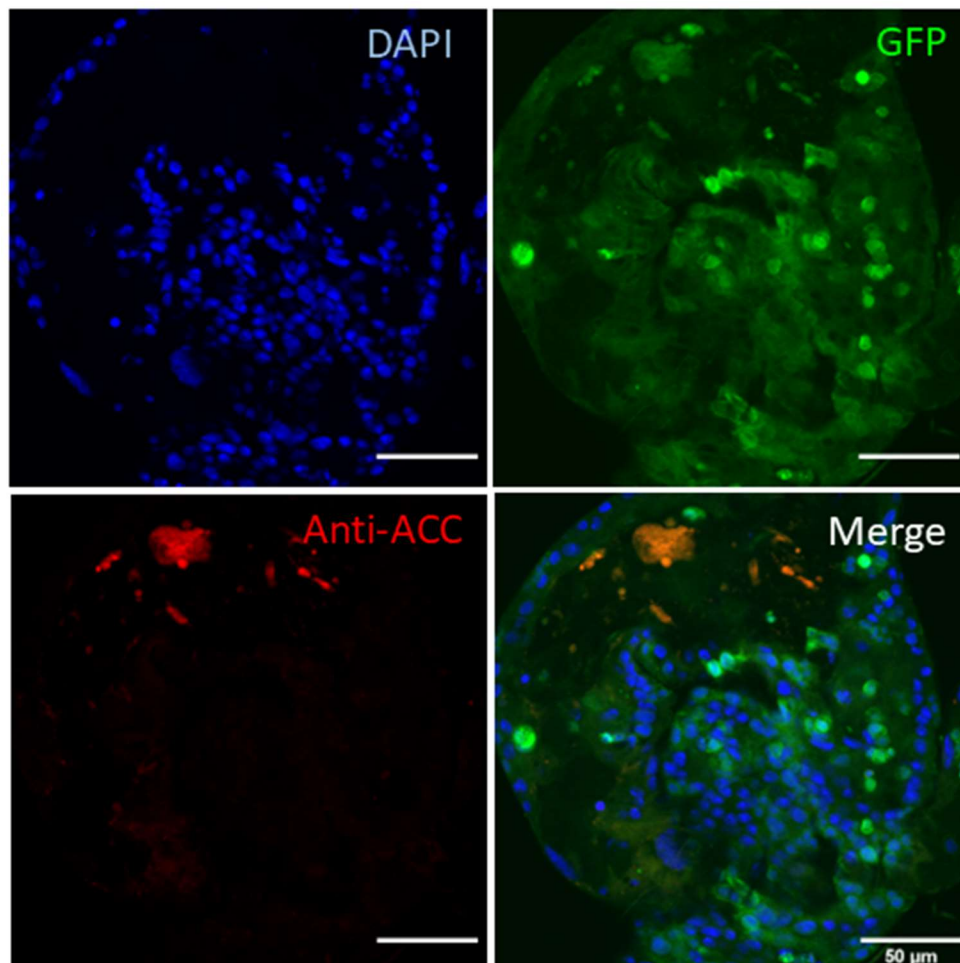

**Fig. S14. ACC heterogeneity in tumors.** Nuclear staining (DAPI), GFP-labelled tumor (GFP), ACC antibody staining (Anti-ACC) and merged image (Merge).

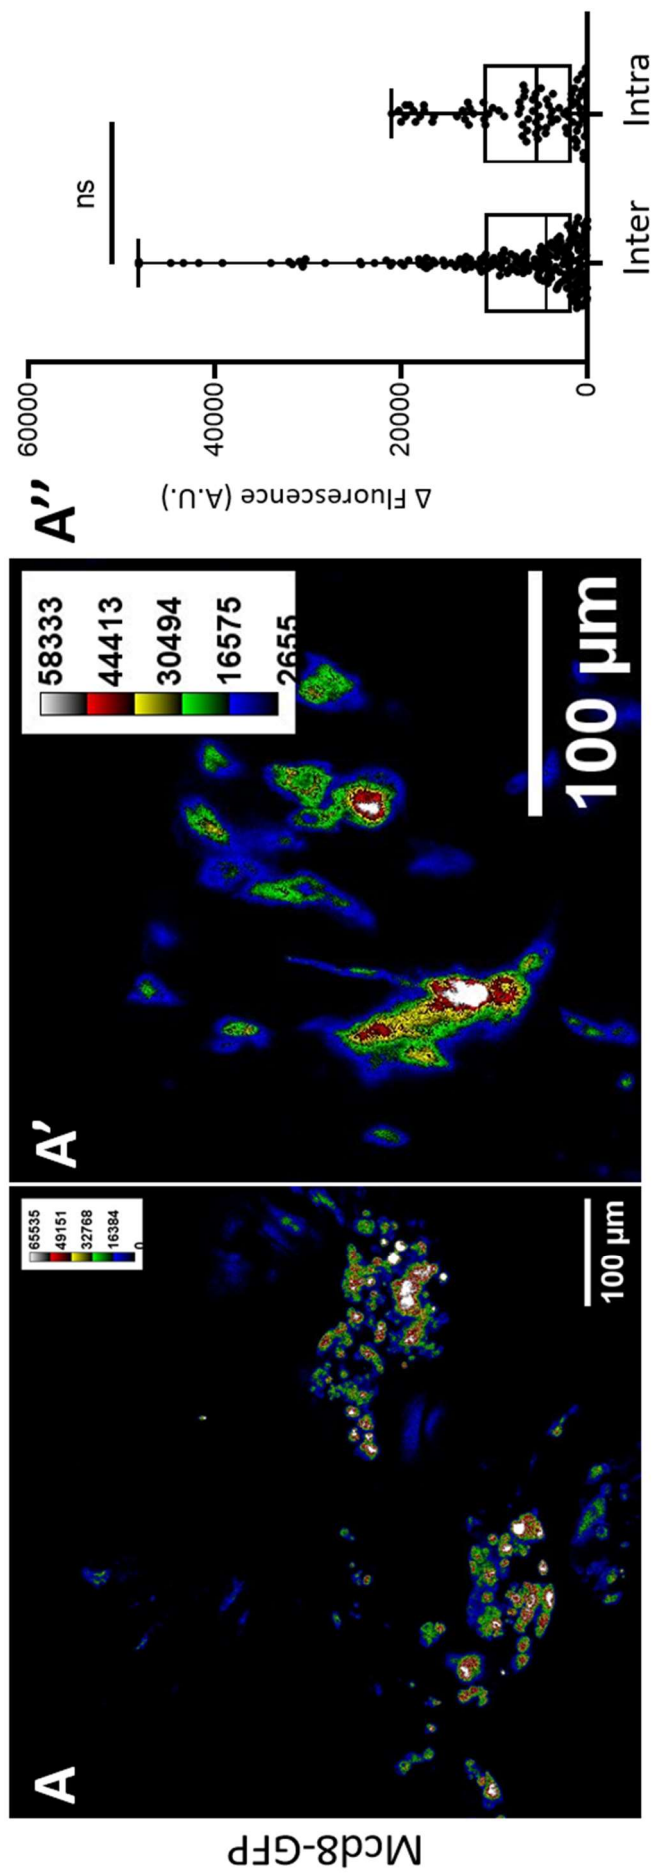

**Fig. S15. GFP expression in tumors and clones.** (A-A') GFP in tumors (A) and clones (A') shows variable expression levels. (A'') Fluorescence quantification between cells of the same clone (intra) to cells from distant clones (inter), shows no significant difference.

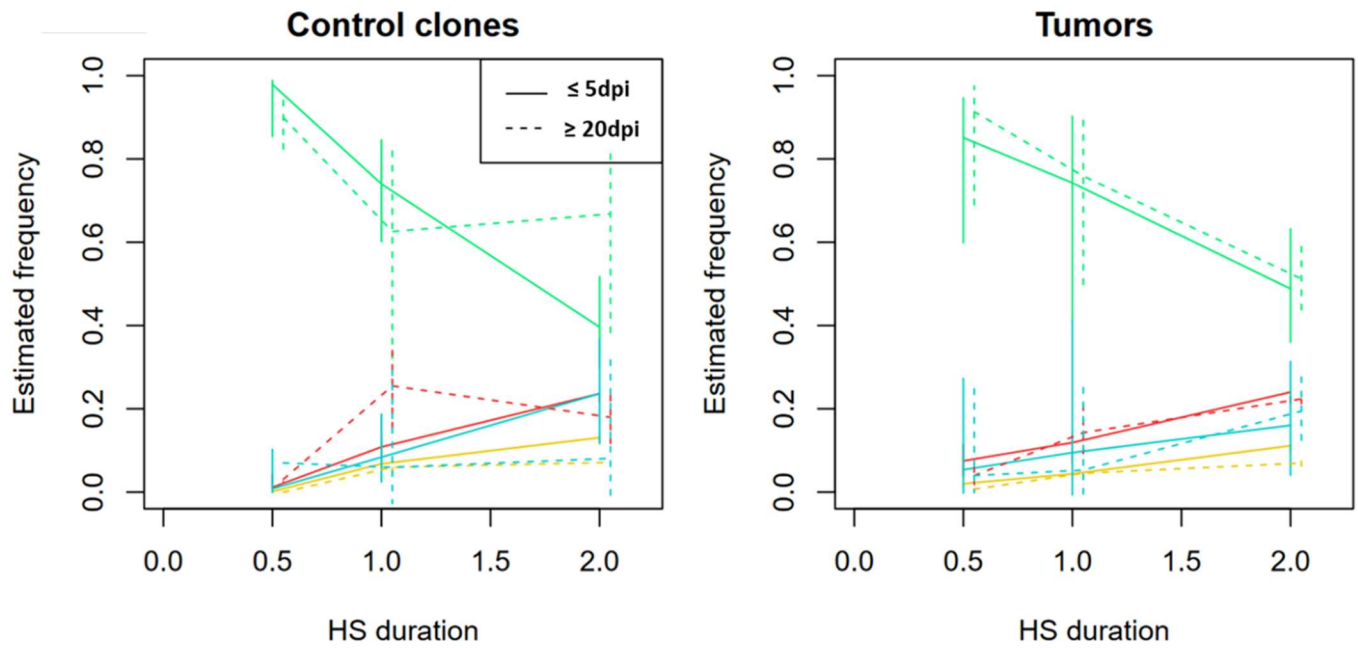

**Fig. S16: Fluorophore distribution in clones and tumors.** Estimated fluorophore occurrence in control clones (left) and tumors (right), based on the presence of each fluorophore in the image dataset. GFP (green), mCherry (red), mTurquoise2 (cyan) and mCitrine (yellow) occurrences were modeled at for 30-, 60- and 120-mins induction times (x-axis) and observed at early (plain line) and late (dotted line) stages.

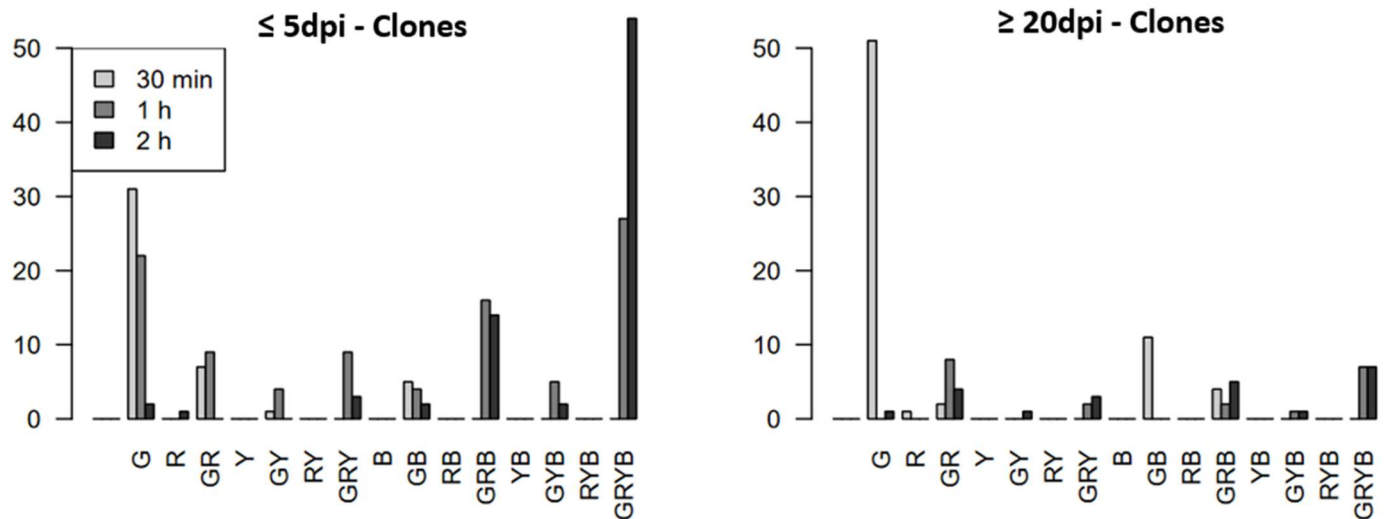

**Fig. S17: Fluorophore distribution in clones.** Fluorophore distribution seen in the image dataset at early (left) and late (right) stages. Dataset for clones recorded the presence or absence of each fluorophore in all clones seen in the field of each image. The y-axes indicate the number of images seen for each combination.

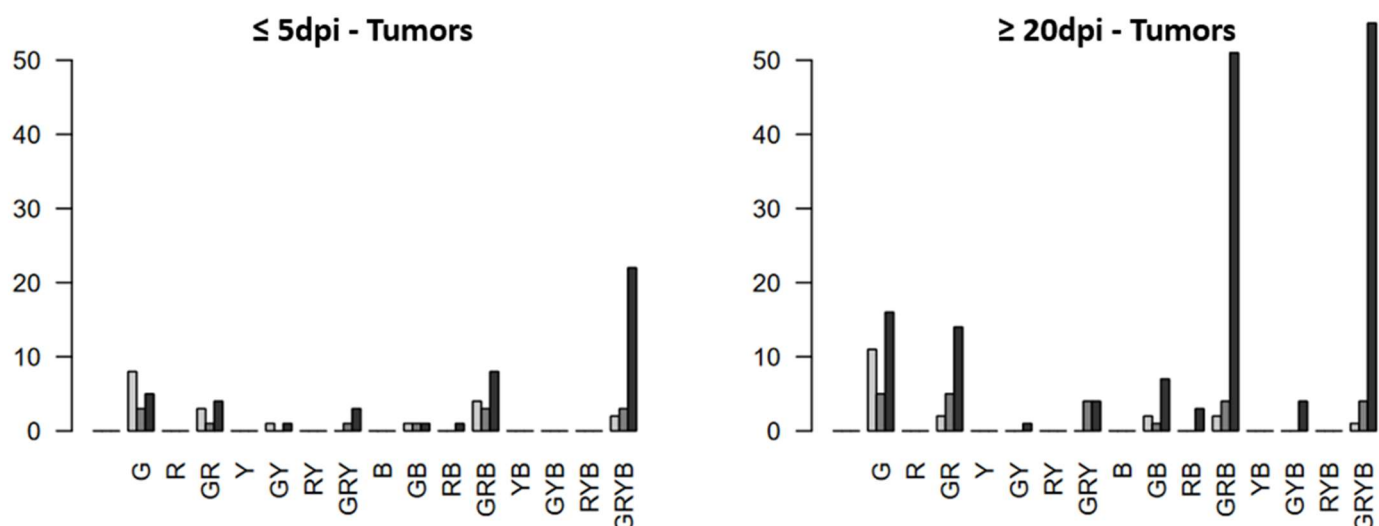

**Fig. S18: Fluorophore distribution in tumors.** Fluorophore distribution seen in the image dataset at early (left) and late (right) stages. Dataset for tumors recorded the presence or absence of each fluorophore in the delineated tumors of each image. The y-axes indicate the number of images seen for each combination.

## Methods S1: Physiological and genetic information for the *Drosophila* model

### The *Drosophila* digestive tract:

The digestive tract of insects comprises the foregut and the hindgut of ectodermal origin and the midgut of endodermal origin. As for most insect species, the midgut is the central digestive region of *Drosophila*<sup>1</sup>. The midgut is a monolayer epithelium that contains i) enterocytes (ECs), also called columnar cells, ii) enteroendocrine cells (EECs), and iii) intestinal stem cells (ISCs). ISCs and EECs are diploid cells, whereas ECs are polytenic after a set of endoreplication. The division of ISC generates a new ISC and either an EEC precursor or an enteroblast (EB) that will differentiate into an EEC or an enterocyte, respectively. Each cell type and precursor is characterized by a specific gene expression set. For instance, the gene *escargot* (*esg*) is expressed in ISCs and EBs but not in differentiated cells<sup>2</sup>. In this study, we used the bipartite *gal4>UAS* system to express GFP, RasV12 and a specific interfering RNA (RNAi) in *esg-positive* cells. This system includes a *gal4* transgenic line where the *esg* promoter directs the expression of the yeast transcription factor Gal4 and UAS transgenic lines where the UAS sequences responsive to Gal4 direct the expression of GFP, RasV12 or RNAi. After crossing *esg-gal4* with UAS transgenic flies, their progeny will express RASV12 in combination with GFP, RNAi or a metabolic sensor in ISCs and EBs.

### The genetic strategy to generate somatic clones:

The *Drosophila* genome comprises four chromosomes (X, II, III and IV). The X being the gonosome, the II, III and IV the autosomes, with the latter being very small for which genetics is limited. In our study, mutations and transgenes reside on chromosomes X, II and III. The X chromosome bears a heat-shock induced flipase (flp) transgene and in combination with a heat-shock induced specific flipase (flp5) when using the flybow transgene<sup>3</sup>. One of the parental line bears on chromosome II the *esg-gal4* transgene in combination with either a UAS-*gal4* or the flybow transgene, and on chromosome III a recombination cassette that allows an flp-induced exchange of the right arm of chromosome III, which also contains a transgene ubiquitously expressing the Gal4-inhibitor Gal80. The other parental line bears on the chromosome II the UAS-RasV12 transgene in combination with either a UAS-RNAi or a UAS-metabolic sensor, and on the right arm of chromosome III the flp-induced exchange cassette and the adenomatous polyposis coli (*Apc*) mutations; see also<sup>4,5</sup>. After crossing these two parental lines, their progeny will develop tumors after heat-shock induced somatic recombination<sup>6</sup>. Heat-shock induced flp may produce exchange of the right arm of chromosome III, so that after cell division, some daughter cells may become homozygous for the *Apc* mutations, lacking the ubiquitous Gal80 (Scheme below).

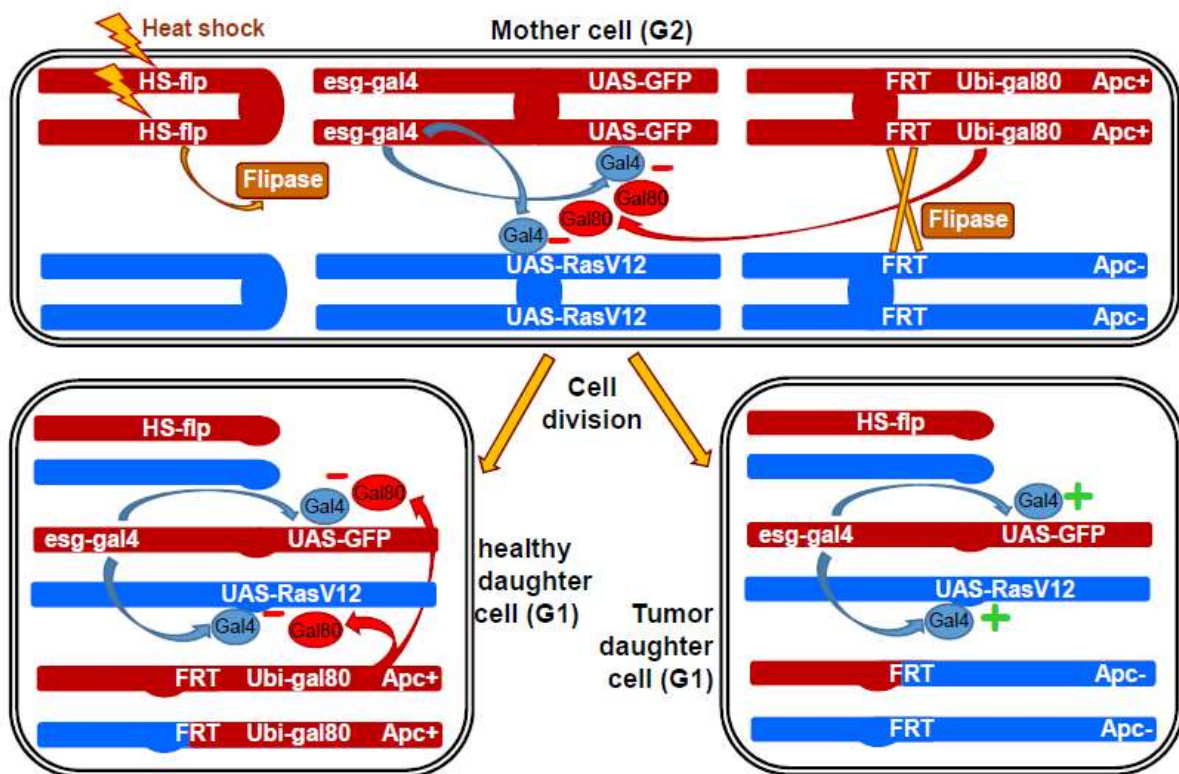

**Genetic scheme for generating tumor clones in the midgut:** The mother cell before division is in the G2 stage. The flipase induced by heat shock may produce exchange of the right arms of chromosome III that contains a FRT sequence. One of the possible arm exchange may result in the formation of tumor cell as depicted here.

Subsequently, Gal4 becomes active only in these *Apc* homozygous cells to express RasV12 and any of the other UAS transgenes. The other daughter cells being homozygous wild-type for *Apc* and ubiquitously expressing Gal80 is not tumoral and do not express GFP. For the flybow approach, the heat-shock also induces flp5 that permits reorganization of the flybow transgene and expression of either of the four fluorophores <sup>3</sup>, although not with an equal frequency, the GFP fluorophore being the most prominent one. Therefore, given that our predictive model revealed that tumors must derive from about eight founder clones, a tumor must contain a few clones labelled by the same fluorophore. Consistent with the highest frequency of the GFP fluorophore, we seldom observed mono-labelled tumors by GFP, but never by any of the three other fluorophores, which further supports the obligate polyclonality.

### **Intestinal tumors in *Drosophila*:**

Other intestinal tumor models have been established in *Drosophila*; the interest of the one we used relies on *Apc* loss-of-function and ectopic expression of an oncogenic form of Ras, two events frequently reported in human CRC <sup>7</sup>. In this strategy, only a few cells of the midgut are properly recombined to produce tumors, which sometimes bud from the intestinal epithelium <sup>4</sup>. Our tumor model may generate several recombined cells, each being a potential founder clones, which do not necessarily reflects the putative frequency of CRC precursors in Human. However, old *Drosophila* flies develop spontaneous intestinal tumors at very low frequency, likely because of their short lifespan <sup>8</sup>. Whether these spontaneous tumors are also polyclonal should be investigated in the future.

### **Supplemental references:**

1. Delamotte, P., and Montagne, J. (2024). Dietary Lipids and Their Metabolism in the Midgut. *Adv Exp Med Biol.* 10.1007/5584\_2024\_835.
2. Toledano, H., D'Alterio, C., Loza-Coll, M., and Jones, D.L. (2012). Dual fluorescence detection of protein and RNA in *Drosophila* tissues. *Nat Protoc* 7, 1808-1817. 10.1038/nprot.2012.105.
3. Hadjieconomou, D., Rotkopf, S., Alexandre, C., Bell, D.M., Dickson, B.J., and Salecker, I. (2011). Flybow: genetic multicolor cell labeling for neural circuit analysis in *Drosophila melanogaster*. *Nat Methods* 8, 260-266. 10.1038/nmeth.1567.
4. Martorell, O., Merlos-Suarez, A., Campbell, K., Barriga, F.M., Christov, C.P., Miguel-Aliaga, I., Batlle, E., Casanova, J., and Casali, A. (2014). Conserved mechanisms of tumorigenesis in the *Drosophila* adult midgut. *PLoS One* 9, e88413. 10.1371/journal.pone.0088413
5. Dawson, E.H., Bailly, T.P.M., Dos Santos, J., Moreno, C., Devilliers, M., Maroni, B., Sueur, C., Casali, A., Ujvari, B., Thomas, F., et al. (2018). Social environment mediates cancer progression in *Drosophila*. *Nat Commun* 9, 3574. 10.1038/s41467-018-05737-w.
6. Lee, T., and Luo, L. (2001). Mosaic analysis with a repressible cell marker (MARCM) for *Drosophila* neural development. *Trends Neurosci* 24, 251-254.
7. Smith, G., Carey, F.A., Beattie, J., Wilkie, M.J., Lightfoot, T.J., Coxhead, J., Garner, R.C., Steele, R.J., and Wolf, C.R. (2002). Mutations in APC, Kirsten-ras, and p53--alternative genetic pathways to colorectal cancer. *Proc Natl Acad Sci U S A* 99, 9433-9438. 10.1073/pnas.122612899.
8. Salomon, R.N., and Jackson, F.R. (2008). Tumors of testis and midgut in aging flies. *Fly (Austin)* 2, 265-268. 10.4161/fly.7396.

How the deposited data were processed for this re-analysis (not part of the article)

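Single-cell transcripts were counted in 7 droplet libraries of midgut tumors of 1 genotype, 6 of them from 1 tumor each (Tind1 to Tind6) and 1 from a group of 6 tumors (Tgrp). Sample names, ages and contents were taken from the labels and from Figure S1, which give the same names. The labels give an age of at least 21 days after the heat shock, and the paper's table gives 27 days for Tind3 and 21 or 22 days for the others. The paper states that flies of both sexes were used for cytometry. For the sequenced tumors it gives no sex, and none was assigned here.

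The authors made the deposited count matrices with Cell Ranger 6.0.1 from 3′ libraries (chemistry 3.1), aligned to the Drosophila genome r6.42. The values are whole-number UMI counts per gene and cell, without normalization, for the cells that the authors' cell calling retained. Filters on mitochondrial transcripts or on genes per cell had not been applied to them. Of 17619 feature entries, 17556 matched a gene symbol of the annotation used here, and 8 entries are no FlyBase genes, among them reporter and recombinase transgenes. Gene positions are those of Ensembl's annotation of genome release 6.

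Cells above 15% mitochondrial UMIs, the limit of Figure S3, and cells with fewer than 100 or more than 2000 genes, the range of Figure S2, were left out. The paper's text names no parameters of its Seurat run and refers to a public repository, which was not available here. Seurat's defaults were used in their place. Kept cells were integrated by CCA over the libraries and clustered with Seurat 5.3.0 in R 4.3.3 (2000 variable genes, 30 principal components, resolution 0.8, random seed 1). A cluster was named only where at least 3 of the markers fixed in advance had a log2 fold change of at least 1 against the other cells and no other list had more genes among the 10 leading genes of the cluster. The lists were fixed in advance, and the thresholds of this rule were set while the clusters were analysed. The marker lists covered intestinal stem cells and enteroblasts, enterocytes, enteroendocrine cells, visceral muscle, hemocytes and dividing cells. Doublets were not removed. The scores of Scrublet, in scanpy 1.11.5, were used for an alternative that assumed a doublet share in proportion to the deposited cells.

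Gene sets were fixed before the data were examined, as were the filters, the tests at the claims, the rule for named genes and all alternatives except 4. The tests of the closing section came later. The glycolysis set had 12 genes, the respiratory set 90 nuclear-encoded OXPHOS genes, the glutathione set 37, the fatty acid synthesis set 3 and the Arp2/3 set 8. To classify cells at equal depth, 300 UMIs were drawn at random from each cell without replacement, and shallower cells were left out. Shares of cells have exact 95% binomial intervals, which cover counting error only. For a count of 0 the upper limit is 3 counts of the total or the exact upper bound.

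Each log2 ratio compared the UMIs of a gene or set, as a share of all UMIs, between classes of cells of the same tumor. To avoid a log of 0, 1 UMI was shared between the classes in proportion to their totals. The ratios of the 6 tumors were tested with an exact two-sided sign-flip permutation test in numpy 2.4.6, whose smallest p is 0.03125 for 6 and 0.0625 for 5 tumors. The 7 measures in respiration-high cells form 1 family with Benjamini-Hochberg adjustment. The correlation of glycolytic and respiratory sums across cells was computed with scipy 1.17.1, averaged over 20 orders of tied cells. The mean rho of 200 multinomial draws with equal shares in every cell was subtracted from it. Tables were handled with pandas 2.3.3 in Python 3.11.15, and figures were drawn with matplotlib 3.10.9.

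For the test over all genes, UMIs were summed per tumor and class and tested with edgeR 4.0.16 (TMM, filterByExpr, quasi-likelihood test, Benjamini-Hochberg adjustment). The Ldh-positive and the Ldh-negative sum of each pair come from the same tumor, so the tumor was a block in the model; the fit without it and DESeq2 1.42.0 were alternatives. The test was checked on simulated data with the means, library sizes and spread of these sums. With 200 genes changed by a log2 fold change of 1 among 3208 genes run, edgeR recovered 65.0% of the changed genes, and 4.41% of its calls were false. A first simulated test with a wider, assumed dispersion of 0.1 recovered 20.5%, below the lowest share set for it. After this was seen, the dispersion was taken from the real sums, and the requirement was replaced by one on the recovered fold change.

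The named genes are every gene the paper names for the single-cell data, for its Figures S5 and S11 and for its motility screen, and the 5 genes with the largest rise and the 5 with the largest fall among those with an adjusted p under 0.05 and the same direction in all 6 tumors. Other genes were named where they lead a cluster or belong to a test in the closing section.

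The alternatives set in advance covered a mitochondrial limit of 30%, no limit on genes per cell, at least 200 genes per cell, doublet removal, thinning to 200 or 500 UMIs, the 20 most abundant or the mitochondrially encoded genes left out of the totals, other cluster resolutions and component numbers, no integration, other splits of cells, each tumor left out, and Tgrp added as a seventh sample. Alternatives added after seeing the data were a mitochondrial limit of 20%, the barcodes that Tind4 and Tind5 share left out of Tind5, 0.5 UMI added to each class, and ratios relative to the median gene. The limit of 20% was chosen from a scan of many combined limits because it came nearest to the cell numbers of Figure S4, which none of the combinations matched in all 7 libraries. The 0.5 UMI form was the first one used. It was replaced after the value for Pepck2 was seen, because it raises the ratio of the smaller class for rare transcripts.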

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

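The tests of depth for Piezo and Ldh and the comparison of shared barcodes between pairs of libraries were chosen only after the result was seen, as was the test of the recombinase. The tests of roX1 and of the similarity of cells with a shared barcode were written before their results. For 45 measures, the gap of the highest or lowest of the 6 tumors to its neighbor was divided by the range of all 6 and set against Dixon's critical value for 6 samples. Chance takes about 1 in 20 groups past it, 2.25 of the 45, and 3 were past it. The 45 measures left out some markers named by the paper, among them vn and Tk. vn was found in 17.4% of the cells of Tind4, against 2.86% in Tind1, the next tumor. At equal depth these shares were 3.12% and 0.533%, so Tind4 stood apart for vn there too. The number past the critical value thus depends on which measures were entered.

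The number of deposited cells was highest in Tind1, at 2273, and between 493 and 1097 in the other tumors. The labels and the paper give no number of loaded cells, and neither a technical nor a biological explanation was tested.

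The share of cells with a Piezo UMI was 16.1% in Tind4, and 4.85% in the next tumor. Tind4 also has the deepest cells. At 300 UMIs per cell its share was 2.34%, below the 2.37% of Tind3, and the gap of the highest tumor was 0.0146 of the range. Depth may thus explain why Tind4 stood apart as the highest tumor. It does not account for the difference from every tumor. At 300 UMIs the exact interval of Tind4 (1.39 to 3.67) lay above those of Tind1 (0.371 to 1.13) and Tind5 (0.00449 to 0.984). The interval of Tind4 overlapped those of Tind2, Tind3 and Tind6.

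The share of cells with an Ldh UMI was 70.9% in Tind1, and 50.7% in the next tumor. At 300 UMIs per cell Tind1 was still the highest, at 47.9% against 38.4% in Tind3, but the gap fell to 0.3796 of the range, below the critical value. Depth may thus explain part of why Tind1 stood apart. Its share of glycolytic UMIs was the highest too, at 1.05% against 0.782% in the next tumor, a gap of 0.502 of the range that is not past the critical value.

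Transgene transcripts, which the paper does not report for the single-cell data, had UMIs in the kept cells of all libraries together, 1526 for GFP, 586 for the recombinase, 30 for mCherry and 10 for mCitrine. GFP had 576, 261, 37, 351, 45 and 13 UMIs in Tind1 to Tind6 and 243 in Tgrp, in 7998 kept cells, so that most cells of these GFP-selected tumors had none. mCherry had at most 13 UMIs in a library (Tgrp) and mCitrine at most 5 (Tind3). mCitrine and GFP are similar sequences, between which the counting could have split reads; this was not tested, and the sequence of each entry was not used here. The recombinase had 228, 129, 11, 16, 51 and 12 UMIs in Tind1 to Tind6 and 139 in Tgrp. It was concentrated in cells with a heat-shock response. In the third of cells with most heat-shock (Hsp) UMIs, its log2 ratio to the third with fewest was 4.74 ± 0.81 (SD, n = 6 tumors; exact test p = 0.03125, adjusted p = 0.111 over 39 tests, which 6 tumors cannot bring lower for a single effect), higher in 6 of 6 tumors. The recombinase of these flies is driven by a heat-shock promoter, and a heat-shock response at or shortly before collection is a candidate explanation. A first form of this test used the cluster led by Hsp genes, which the recombinase also leads, and was replaced. Whether dissociation or handling set off the response was not tested.

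The noncoding RNAs roX1 and roX2, which belong to the dosage compensation of the male X chromosome, had 10623 and 1752 UMIs in the kept cells. The paper does not discuss them. Of the deposited cells, 83.0% of Tind1, 66.6% of Tind4, 58.2% of Tind6 and 19.9% of Tgrp had a roX1 UMI, against 1 cell of Tind2 and 0 of Tind3. No condition in the labels differs in this way. The sex of the flies, not given for these tumors, could account for it and was not tested. In Tind5, 4.76% of cells were positive, 43 in all. Each of the 43 carries a barcode that is also found in another library, and 0 of the 43 has a barcode of its own library only. Among the 787 Tind5 cells whose barcode Tind4 lacks, 0 were positive. roX1 and roX2 fell in the same Tind5 cells more often than their depth gives (5 cells against 1.46), which had been set in advance as the sign of cells of another fly. The barcodes, taken as decisive only after both results were seen, argue against such cells, since these would have barcodes of their own.

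The sharing of 116 barcodes between Tind4 and Tind5 is beyond a chance overlap, as other pairs of libraries share at most 3. In 114 of 116 cases the Tind5 cell was most like the Tind4 cell of the same barcode, against 0.862% by chance. Of the Tind4 cells, 129 have at least 9379 UMIs, the lowest number among those with a shared barcode, so the sharing is largely a matter of depth. This is consistent with reads of Tind4 that were assigned to Tind5 when the pooled libraries were sequenced. Tind5 cells with a shared barcode thus may not be cells of that tumor. No biological explanation was tested.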

How the results depend on the processing

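The limit of 20% on mitochondrial transcripts, the removal of shared barcodes, the 0.5 UMI form and the ratios relative to the median gene were chosen only after the result was seen; the other alternatives were not. The main results were recomputed 289 times with 1 choice changed. In 252 cases they counted as unchanged. This means the same side of the threshold for a test, a shift of less than the spread for a value without a test and for a ratio or correlation with 1 tumor left out, and at most 1.5 times for a count of clusters or genes. Cluster counts from 9 to 17 against 13 thus count as unchanged. They were weaker in 16, stronger in 6, moved by more than these limits in 8 and changed sign in 7. With 1 tumor left out the sign changed in 5 further cases, all within the spread of results not distinguishable from 0. Named genes and single markers were recomputed 429 times, with 399 unchanged in this sense, 14 weaker and 16 moved. Except where stated, the cause was not tested.

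Cells kept rose to 9229 at a mitochondrial limit of 30%, by construction, and the clusters fell to 7 at a resolution of 0.4. The mixing ratio was 0.560 before integration. Ras85D-positive cells were 32.6% at 300 UMIs per cell and 36.4% with at least 2 UMIs, by construction. Of the 16 moved values of single markers, 15 came from the same pair of settings and were lower, and AstA was higher at a mitochondrial limit of 30%.

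Respiratory transcripts in Ldh-positive cells (−0.34, p = 0.0625) reached the smallest exact p, 0.03125, with 500 UMIs per cell (−0.42), with doublets removed (−0.32), with no limit on genes per cell (−0.35), with the 20 most abundant genes left out (−0.38) and with at least 2 Ldh UMIs (−0.37), and p = 0.03125 with Tgrp added (−0.34). Leaving out 1 tumor gave −0.43 to −0.27. The rise in respiration-high cells kept its direction throughout. Relative to the median gene, the 6 that had passed had adjusted p above 0.05, with Gdh at 0.62, ACC at 1.21, FASN1 at 1.12, the Arp2/3 complex at 0.34, Ras85D at 0.55 and esg at 0.57. With cells split at the median, which sets closer cells against each other, they were at 0.70, 1.11, 1.17, 0.56, 0.69 and 0.79 in this order, again above 0.05. Relative to the median gene, ACC, FASN1 and the Arp2/3 complex still had the smallest exact p, 0.03125, as FASN1, Arp2/3, Ras85D and esg had with the median split. Their adjusted p rose only because other members of the family left that floor, so by itself it says little about these genes. The adjusted p of the main form depends on the same floor, since 6 of the 7 measures were at it. Gdh was also weaker with no limit on genes per cell (0.96) and without the shared barcodes (0.71), and Ras85D without the 20 most abundant genes (0.63). Leaving out 1 tumor gave 0.90 to 1.2 for Gdh, 1.46 to 1.84 for ACC, 1.40 to 1.64 for FASN1, 0.69 to 0.83 for the Arp2/3 complex, 0.77 to 1.10 for Ras85D, 0.85 to 1.10 for esg and −0.94 to −0.38 for Ldh.

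Results not distinguishable from 0 changed sign. The correlation of glycolytic and respiratory transcripts was 0.0096 with Pearson's r (exact test, p = 0.906) and −0.06 to 0.02 with 1 tumor left out. It was lowest without the 20 most abundant genes, at −0.09 and negative in 5 of 6 tumors (exact test, p = 0.1875). The excess of cells low in both was −0.0957 percentage points at a mitochondrial limit of 30%, −0.333 without the 20 most abundant genes and −0.407 with cells split at the median. It ran from −0.125, without Tind4, to 1.03 with 1 tumor left out. Pepck2 in cells with fatty acid synthesis transcripts was at 0.22 with no limit on genes per cell, 0.0926 with at least 200 genes and 1.14 with 0.5 UMI added to each class. The last adds relatively more to the smaller class, so its rise is built in. With 1 tumor left out it ran from −0.94 to 0.06, the latter without Tind5. With 11 UMIs in 1 class, the depth allows no statement on Pepck2.

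In the most glycolytic cluster, respiratory transcripts kept their direction in all 9 alternatives and between −0.52 and −0.38 with 1 tumor left out. In the most respiratory cluster, glycolytic transcripts did so too, and lost the threshold only without integration (−1.35). There only 5 tumors had any cell in that cluster, and the exact p cannot be below 0.0625. With 1 tumor left out they lay from −1.45 to −1.2.

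The 401 genes that differed in Ldh-positive cells became 752 with Tgrp added, which held 400 of them, and 35 with no replicate block, all among the 401 and higher. The block removes differences between tumors that both sums share. Without Tind1 there were 146 genes, and with each tumor left out in turn between 146 and 462. DESeq2 called 292, of which 287 were among the 401. The block accounts for 10 of the 14 weaker named genes; the other 4 were Ama and ed with DESeq2 and Btk with doublets removed or at a mitochondrial limit of 30%. For Ama, ed and Btk some settings gave no value, since their counts were too low for the filter.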

Differences from the paper's values

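The choices named here as alternatives were set before the data were examined, except where stated. Of the visceral muscle markers of Figure S5, the paper reports 1 of 3 as detectable (the paper's value), and here 3 of 3 had a UMI in at least 1 cell. Of the enteroendocrine markers, the paper reports 2 of 12 (the paper's value), and here 12 of 12 had one. With at least 2 UMIs per cell the numbers were 2 and 9, and at 300 UMIs per cell 3 and 10. None of the alternatives closed either gap, nor did leaving out the shared barcodes, which was chosen after seeing the values.

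The number of clusters, 13 against the paper's 14, and of clusters found in every tumor, 10 against the paper's 12, differed by less than 1.5 times. With 15 principal components, 12 of 13 clusters were found in every tumor, which is the paper's number. None of the alternatives gave 14 clusters.

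The paper states that nearly all cells were positive for RAS. Here 52.3% ± 15.2 of the cells of a tumor had a Ras85D UMI (SD, n = 6), and at most 76.8% (Tind2). The legend of Figure 3C states that each cluster is present in every sample. Here 10 of 13 were, and all clusters were at a resolution of 0.4, with the 6 individual tumors alone, with doublets removed and at a mitochondrial limit of 30%, against 8 of 17 without integration and 8 of 9 without the shared barcodes. The paper places glutathione-related processes in a cluster low in glycolytic and respiratory transcripts. Here, in the clusters made without metabolic genes, they were highest over the tumors in cluster 9. Its glycolytic log2 ratio was 0.44, higher in 5 of 5 tumors, and its respiratory one −0.54, lower in 5 of 5. The cluster next in rank over the tumors was low in both sets, with log2 ratios of −0.78 and −1.24, as in the paper. In Tgrp they were highest in the most glycolytic cluster.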

Other observations

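Tests chosen only after the result was seen were those of Ras85D in deep cells, of Pepck2 in the enteroendocrine-like cluster and of marker lists relative to the median gene. The others were written before their results. After the values of GFP and of the Ras85D-positive cells of Tind4 had been seen, a rule on sampling error was added, and both tests were set to undecided. The 39 comparisons of transcripts between classes of cells form 1 family, in which the smallest adjusted p is 0.111. With 6 tumors no p is below 0.03125, so that a single effect cannot pass an adjustment over 39 tests, however large it is. Failing it therefore does not count against an effect.

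Ras85D was missing from many deeply counted cells. Of the 1554 cells of the 6 tumors with at least 2000 UMIs, 302 (19.43%) had no Ras85D UMI, against 0.623% if all cells of a tumor had the same level, which argues against counting chance. Only 37 of the 302 (12.25%) were in the enterocyte-like or enteroendocrine-like clusters, which argues against differentiated cells of these clusters as the main source. GFP, expressed by the same driver, had a log2 ratio of 0.4321 in cells with against cells without Ras85D at equal depth, higher in 5 of 6 tumors (exact test, p = 0.09375, adjusted p = 0.192). A driver activity that differs between cells thus may contribute, but cannot be told apart from an even one with these counts. esg, from which the driver is named, had a log2 ratio of 0.56 and was higher in 6 of 6 tumors (exact test, p = 0.03125, adjusted p = 0.111), as were respiratory transcripts at 0.39. Enteroendocrine markers were at −1.76 ± 1.86 (SD), lower in 6 of 6 tumors with the same exact p, and at −1.98 in Tgrp. The size of this mean rests largely on Tind2 (−5.12) and Tind5 (−2.76), and the other tumors ran from −0.998 to −0.386. In Tind2, 3 cells held 546 Orcokinin UMIs. In Tind5, 2 cells held 85 CCHa2 UMIs and 11 cells held 90 Tk UMIs. A few hormone-rich cells thus weigh heavily in it. Enterocyte markers were at −0.61, lower in 4 of 6 tumors (exact test, p = 0.3125). Differentiated cells may therefore make up part of the cells without Ras85D. The cells without Ras85D may also be host cells that were never transformed, which was not tested. If the counts miss transcripts of the transgene, cells without a Ras85D UMI could also express RasV12 unseen.

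In Tind4, glycolytic and respiratory transcripts rose together across cells, with a correlation of 0.26 against at most 0.07 in the other tumors. With the 20 most abundant genes left out, the correlation in Tind4 was still 0.1711, above the −0.05 of the next tumor, which argues against a few abundant RNAs as the whole cause. The most abundant, lncRNA:CR34335, takes 23.0% of all UMIs. Among the 158 cells of Tind4 with a Ras85D UMI at 300 UMIs, the correlation was 0.05403, while the others ran from −0.32 to −0.00. The correlation among such cells was below that of all cells in every other library too. It was −0.27 against −0.13 in Tind1 and −0.09 against 0.06 in Tgrp. The fall is thus not specific to Tind4. A mixture with Ras85D-negative cells low in both sets may explain part of the rise in Tind4. What sets Tind4 apart rests on 1 tumor and few cells, and cannot be told apart from chance.

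A heat-shock response in part of the cells was tested as the source of the lower respiratory transcripts of Ldh-positive cells. Outside the cluster led by Hsp genes the log2 ratio was −0.337 ± 0.286 (SD, n = 6), close to that in all cells. This argues against the cells of that cluster as the source. A weaker response in the remaining cells is not excluded by it. Hsp transcripts had a log2 ratio of 0.48 in Ldh-positive cells, higher in 5 of 6 tumors (exact test, p = 0.0625), and 0.90 in Tgrp. A list of 3 genes induced by low oxygen was written after bnl and other genes had been seen to rise in Ldh-positive cells, and before these 3 were looked at. All 3 were past the threshold, Hph (log2 fold change 0.95, edgeR adjusted p = 0.00067, higher in 5 of 6 tumors), scyl (0.57, 0.00057) and chrb (1.01, 4.2e-05). Adjusted over the list alone, all 3 were past it too, with 1.7e-05, 1.7e-05 and 2.0e-06. A low-oxygen response in part of the tumor is a candidate explanation for the 3 genes. Without the block, Hph and scyl were not past the threshold. Markers of dividing cells had a log2 ratio of −0.77 in Ldh-positive cells, lower in 6 of 6 tumors (exact test, p = 0.03125, adjusted p = 0.111).

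The number of genes that differ with Ldh was set against the other ways to exchange the classes within tumors. Of the 32 splits of the 12 sums that keep each pair apart, 1 gave as many genes, the real one, and the others gave 0 to 81.

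Pepck2 was more frequent in the small enteroendocrine-like cluster than elsewhere. At 300 UMIs per cell, 21.88% of its 32 cells (9.28 to 40.0, exact 95% interval) had a Pepck2 UMI, against 0.235% of the other cells (0.139 to 0.371), which argues against free RNA from other cells. Still, only 12 of the 121 Pepck2-positive cells are in this cluster, and 109 are elsewhere. Most of the 32 cells come from Tgrp, and the single tumors hold too few for a test.

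Respiration-high cells carried more transcripts of the intestinal stem cell and enteroblast list, at a log2 ratio of 0.93 ± 0.51 (SD, n = 6), higher in 6 of 6 tumors (exact test, p = 0.03125, adjusted p = 0.111). The list shares esg with the genes tested at the claims. For markers of dividing cells the ratio was 0.85, higher in 5 of 6 tumors. Enterocyte markers were at 0.34 and enteroendocrine markers at 0.24, higher in 4 and 3 tumors, hemocyte markers at −1.56, lower in 4, and visceral muscle markers at −1.75, lower in 6 of 6. With cells compared within depth classes of their tumor, the stem cell list was at 0.9115, which argues against depth. Relative to the median gene it was at 0.5407, higher in 4 of 6 tumors, and dividing markers at 0.46. A rise of all genes relative to a few abundant RNAs thus may make up part of it and cannot be told apart from a rise of these markers. A link of respiration with stem-like or dividing cells remains a hypothesis.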
